# Identification of chemoresistance‐related mRNAs based on gemcitabine‐resistant pancreatic cancer cell lines

**DOI:** 10.1002/cam4.2764

**Published:** 2019-12-11

**Authors:** Jiarong Zhou, Linshi Zhang, Huilin Zheng, Wenhao Ge, Yu Huang, Yingcai Yan, Xiaohu Zhou, Wei Zhu, Yang Kong, Yuan Ding, Weilin Wang

**Keywords:** GEM‐resistant cell lines, pancreatic cancer, RRM1, STIM1, TRIM21

## Abstract

Gemcitabine (GEM) alone and GEM‐based chemotherapy are the preferred regimens for treating advanced unresectable and metastatic pancreatic cancer (PC). However, these treatments have limited efficacy due to acquired resistance of cancer cells to chemotherapy, the mechanisms of which are not fully understood. In this study, we established two stable multidrug‐resistant cell lines, BxPC‐3‐GR and CFPAC‐1‐GR, from their corresponding parental cells through exposure to GEM following a stepwise incremental dosing strategy. The GEM IC_50_ values of BxPC‐3‐GR and CFPAC‐1‐GR increased 112‐fold and 210‐fold, respectively, compared to parental cell lines. In vitro and in vivo experiments confirmed that both GEM‐resistant cell subgroups declined in proliferative capacity, but were more resistant to GEM. Unlike CFPAC‐1‐GR, BxPC‐3‐GR exhibited enhanced migratory and invasive properties compared with BxPC‐3 in vitro. We also compared differentially expressed mRNA profiles between parental and GEM‐resistant cells using transcriptome sequencing. RRM1, STIM1, and TRIM21 were significantly upregulated in both GEM‐resistant cell lines and confirmed to be associated with the degree of GEM resistance by quantitative reverse‐transcription polymerase chain reaction and western blot analysis. These three genes were more highly expressed in PC tissues and potentially regarded as prognostic biomarkers through database mining. Thus, our findings provide chemo‐resistant cell models to better understand the underlying mechanisms of chemoresistance, and to explore potential biomarkers for GEM response in PC patients.

## 1 INTRODUCTION

Pancreatic cancer (PC) is the fourth highest cause of cancer‐related deaths in the United States, with 56 770 new cases diagnosed yearly.^1^ Due to its aggression, PC is characterized by high mortality and poor prognosis. Surgical resection is considered the most effective PC treatment strategy; however, due to a lack of obvious symptoms and effective tumor biomarkers, relatively few diagnosed patients can undergo initial resection before progression to the advanced stage.^2^ Therefore, chemotherapy has become increasingly important for the treatment of locally advanced, unresectable, metastatic PC patients.^3^ Gemcitabine (GEM) alone and GEM‐based chemotherapy have been accepted as standard treatments for PC; however, intrinsic or acquired resistance of cancer cells to GEM leads to disappointing outcomes in PC patients.^4^, ^5^

To date, several important molecular targets and pathways related to GEM resistance have been explained in detail. These mechanisms can be summarized by the following factors: regulation of drug transport and metabolism, DNA damage repair pathway activation, apoptosis signaling pathway regulation, pro‐survival signaling pathway activation, and epithelial‐mesenchymal transition.^6^, ^7^, ^8^, ^9^ The tumor microenvironment is an important factor for chemoresistance in multiple types of tumors including PC, allowing cancer cells to evade apoptosis by releasing specific cytokines and growth factors.^10^, ^11^, ^12^ However, the exact mechanism of action is not fully understood and irreversible therapeutic resistance remains a challenge for patients receiving chemotherapy. Therefore, an extensive study of the mechanisms underlying GEM resistance in PC may help to identify potential biomarkers for the prediction of chemoresistance and prognosis of patients receiving GEM‐based chemotherapy.

In the present study, we established two stable GEM‐resistant cell lines from corresponding parental cell lines that are relatively sensitive to GEM by continuous exposure to increasing GEM concentrations. Through a series of comparative experiments and transcriptome sequencing, we explored differential biological and molecular characterization between GEM‐resistant and parental cell groups. We also investigated the correlation of potential targets to the degree of GEM resistance, to identify biomarkers for response to GEM in PC patients.

## 2 MATERIALS AND METHODS

### 2.1 Cell lines and drugs

Human pancreatic ductal epithelial and PC (AsPC‐1, BxPC‐3, CFAPC‐1, PANC‐1, and MIA PaCa2) cell lines were obtained from our institute. Human pancreatic ductal epithelial, PANC‐1, and MIA PaCa2 were cultured in DMEM, AsPC‐1, and BxPC‐3 in RPMI 1640, and CFPAC‐1 in IMDM. All cell lines were cultured in medium supplemented with 10% fetal bovine serum (FBS), 100 µg/mL streptomycin, and 100 IU/mL penicillin and grown in a humidified incubator with 5% CO_2_ at 37°C. GEM (cat. no. S1714), 5‐flourouracil (cat. no. S1209), capecitabine (cat. no. S1156), oxaliplatin (cat. no. S1224), cisplatin (cat. no. S1166), docetaxel (cat. no. S1148), and irinotecan (cat. no. S2217) were obtained from Selleck Chemicals. All drugs were dissolved in their respective optimal solvents and stored at −20°C.

### 2.2 Establishment of GEM‐resistant cell lines

We established GEM‐resistant cell lines following a previously described method.^13^ Briefly, the method comprises two steps. In the adaptation stage, BxPC‐3 cells were treated with GEM for 48 hours by a stepwise increase in drug concentration from 20 to 500 nmol/L (20, 50, 100, 250, and 500 nmol/L), whereas CFPAC‐1 cells were exposed to GEM ranging from 10 to 200 nmol/L (10, 20, 50, 100, and 200 nmol/L). After each dose‐induced step, we discarded apoptotic cells and amplified surviving cells in GEM‐free culture medium; this step was repeated three times. Cells were then exposed to the next increment of GEM. In the consolidation stage, previously selected cells were treated with different final concentrations of GEM (400 nmol/L for CFPAC‐1 and 1000 nmol/L for BxPC‐3), until they grew normally in conditioned medium.

### 2.3 Cell morphology and cell proliferation in vitro

Cells (2 × 10^5^) were seeded into six‐well plates for 24 hours and then photographed using an inverted microscope. For cell proliferation analysis, cells (2 × 10^3^) were seeded into 96‐well plates, and the growth curve was evaluated using the Cell Counting Kit‐8 (Dojindo Molecular Technologies, Inc) for 96 hours following the manufacturer's protocol.

### 2.4 In vitro migration and invasion assays

To test motility, 24‐well transwell chambers (Corning) were used in the absence or presence of Matrigel (BD Biosciences) to assess migration or invasion, respectively. Briefly, 600 µL medium supplemented with 10% FBS was added to lower parts of the chambers, whereas the upper chambers were filled with 200 µL serum‐free medium containing 8 × 10^4^ cells. Migration cells were then fixed, stained, and photographed after 24 hours of incubation. For cell invasion analysis, the same processes were followed except that each chamber bottom was pre‐coated with 20 µg Matrigel and incubated for 48 hours.

### 2.5 3‐(4,5‐Dimethylthiazol‐2‐yl)‐2,5‐diphenyltetrazolium bromide assays

Cells (4 × 10^3^/well) were seeded into 96‐well plates for one night of incubation. Adherent cells were treated with different drug concentrations for 48 hours. Each drug concentration was repeated six times. After 48 hours of incubation, 15 µL 0.5% 3‐(4,5‐dimethylthiazol‐2‐yl)‐2,5‐diphenyltetrazolium bromide (MTT) solution (Solarbio, Inc) was added to each well for another 3 hours of incubation. And then, 200 µL of dimethyl sulfoxide (Solarbio, Inc) was substituted for medium containing MTT to dissolve formazan crystals by shaking the plate well for 5 minutes, and absorbance was detected at 560 nm using an iMark microplate absorbance reader (Bio‐Rad).

### 2.6 Flow cytometry analysis

Cell apoptosis and cell cycle were detected using Digital BD LSR II flow cytometry (BD Biosciences). For cell apoptosis analysis, cells at 40% of density were treated with different drug concentrations for 48 hours and then detected using Annexin V, FITC Apoptosis Detection Kit (Dojindo Molecular Technologies, Inc) following the manufacturer's protocol. For cell cycle progression assessment, 1 × 10^5^ cells were seeded into six‐well plates for 48 hours. Cells were then harvested and stored in 75% ethanol for 24 hours at −20°C and then mixed with DNA staining solution (Multi Science) in the dark for 30 minutes to detect cell cycle distribution.

### 2.7 Animal experiments

All animal programs were approved by the Zhejiang Medical Experimental Animal Care Commission and executed in accordance with institutional ethical guidance. As described previously,^14^ xenograft tumors were generated in nude mice by subcutaneous injection of 3 × 10^6^ parental and GEM‐resistant cells. Once the average tumor volumes reached 50 mm^3^, nude mice inoculated with each cell type were randomly divided into two groups with different treatments: (a) control vehicle (saline) and (b) 100 mg/kg GEM. Mice were injected intraperitoneally with GEM or saline every 4 days for a total of six consecutive injections, and tumor volume and body weight were measured every 4 days. Tumor volume was calculated using the formula: *V* = *L* × *W* ^2^/2, where *V* is the volume and *L* and *W* are the longest and shortest tumor diameters, respectively.

### 2.8 Hematoxylin‐eosin and immunohistochemistry

When mice were terminated, tumor samples were removed, fixed in 4% polyformaldehyde solution, and then embedded in paraffin. Tumor tissue sections were stained with hematoxylin and eosin (H & E) to observe morphology. Primary antibody against proliferating cell nuclear antigen (PCNA; cat. no. 10205‐2‐AP; Proteintech) was used to assess cell proliferation at 1:500 dilution.

### 2.9 Western blot analysis

Standard protocols for western blot were performed as previously described.^15^ Antibody against glyceraldehyde 3‐phosphate dehydrogenase (GAPDH) (cat. no. 60004‐4‐Ig; Proteintech) was used as a loading control. Various primary antibodies against PARP1 (cat. no. 13371‐1‐AP; Proteintech), cleaved PARP1 (cat. no. ab32064; Abcam), RRM1 (cat. no. ab137114; Abcam), STIM1 (cat. no. ab108994; Abcam), and TRIM21 (cat. no. ab207728; Abcam) were used to detect protein expression.

### 2.10 RNA extraction and quantitative reverse‐transcription polymerase chain reaction

Total cellular RNA was extracted and reverse‐transcribed (RT) to cDNA using TRIzol reagent (Invitrogen) and PrimeScript RT reagent kit (TaKaRa Biotechnology), respectively, according to the manufacturer's instructions. qPCR was performed using FastStart Universal SYBR Green Master (Rox) (Roche Applied Science) on the ABI 7500‐Fast Real‐Time PCR System (Applied Biosystems) following the manufacturer's protocol. Relative mRNA expression was normalized to GAPDH and calculated using the 2^–ΔΔ^ *^C^* ^q^ method.^16^ Reactions were performed in triplicate. The primer sequences were as follows: RRM1, forward, 5′‐GCCGCCAAGAACGAGTCAT‐3′ and reverse, 5′‐AGCAGCCAAAGTATCTAGTTCCA‐3′; STIM1, forward, 5′‐AGTTTTGCCGAATTGACAAGC‐3′ and reverse, 5′‐GTGGATGTTACGGACTGCCT‐3′; TRIM21, forward, 5′‐TCAGAGCTAGATCGAAGGTGC‐3′ and reverse, 5′‐ACTCACTCCTTTCCAGGACAAT‐3′; GAPDH, forward, 5′‐GGAGCGAGATCCCTCCAAAAT‐3′ and reverse, 5′‐GGCTGTTGTCATACTTCTCATGG‐3′.

### 2.11 Transcriptome sequencing analysis

Total RNA was collected from GEM‐resistant and parental cells. Briefly, cells at 80% of confluence were lysed using TRIzol reagent (Invitrogen) and scraped on ice. The miRNeasy Mini Kit (50) (cat. no. 217004; Qiagen) was used to extract and purify cellular RNA. The Agilent 2100 Bioanalyzer (Agilent Technologies) and Nanodrop one/qubit 3.0 (Thermo Fisher Scientific) were used to qualify and quantify the sample libraries during the quality control steps. Finally, all libraries were sequenced using the Illumina Novaseq 6000 sequencer (Illumina). These sequence data have been submitted to the Gene Expression Omnibus database under accession number http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE140077. For mRNA analysis, human GRCh 38.91 was used as the reference genome. Differentially expressed mRNAs between GEM‐resistant and parental cells were determined by the DESeq2 software package; significance was determined by the following criteria: false discovery rate <0.05 and log2 fold change magnitude (|Log2FC|)> 1. The KOBAS 3.0 database was used for Gene ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analyses.^17^ Gene ontology terms and pathways were considered significantly enriched with a *Q* value <0.05.

### 2.12 Database mining

Gene Expression Profiling Interactive Analysis (GEPIA) is an online tool for analyzing RNA sequencing expression data from TCGA and GTEx projects.^18^ The database was used to analyze differences in RRM1, STIM1, and TRIM21 expression between PC and corresponding normal tissues, and to assess correlations in gene expression. The Kaplan‐Meier plotter (KM plotter) database was used to analyze the prognostic values of the three targeted genes in PC.^19^ A level of *P* < .05 was considered as significance.

### 2.13 Statistical analyses

Data are expressed as means ± SD. All statistical analyses were performed on GraphPad Prism version 5.0 software (GraphPad Software Inc) using Student's *t* test. A level of *P* < .05 was considered as significance.

## 3 RESULTS

### 3.1 Establishment and characterization of irreversible GEM resistance in PC cell lines

Following continuous exposure to GEM in stepwise increments, two GEM‐resistant subgroups BxPC‐3‐GR and CFPAC‐1‐GR were established from their respective parental cell lines (Figure 1A). To assess GEM sensitivity, MTT assays were performed on the BxPC‐3 and CFPAC‐1 parental and GEM‐resistant cell lines. As shown in Figure 1B and C, the effect of GEM inhibition was higher in parental cells than in their respective resistant cells. Gemcitabine IC_50_ values were calculated from the dose‐response curves (Tables 1 and 2). Compared to its parents, the GEM IC_50_ value of BxPC‐3‐GR cells was approximately 111.7‐fold higher (increased from 24 ± 3 to 2680 ± 104 nmol/L), whereas that of CFPAC‐1‐GR cells was more than 210‐fold higher than that of its parents (increased from 3 ± 0.2 to 631 ± 59 nmol/L). Interestingly, both BxPC‐3‐GR and CFPAC‐1‐GR acquired irreversible GEM resistance. Indeed, following culture with GEM‐free medium for 30 days, resistant clones were obstinate when re‐exposed to the drug for 48 hours (Figure 1D,E).

**Figure 1:**
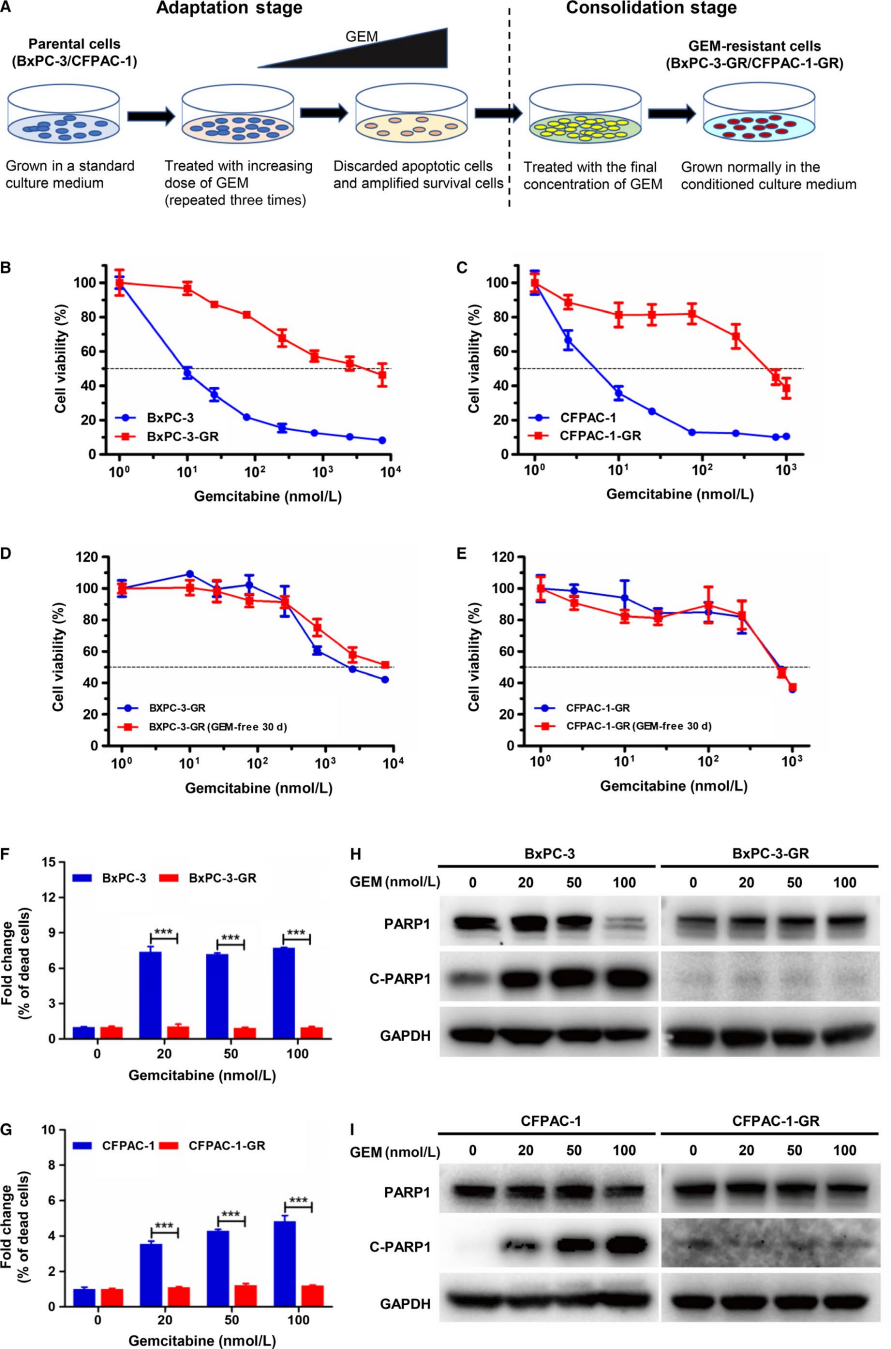
Establishment and characterization of irreversible gemcitabine (GEM) resistance in pancreatic cancer (PC) cell lines. A, Schematic diagram showing the establishment of GEM‐resistant cell lines. Briefly, parental cells were cultured in medium with increasing concentrations of GEM until resistance was acquired to the final concentration. B and C, 3‐(4,5‐Dimethylthiazol‐2‐yl)‐2,5‐diphenyltetrazolium bromide (MTT) assay of parental (BxPC‐3 and CFPAC‐1) and GEM‐resistant (BxPC‐3‐GR and CFPAC‐1‐GR) cells exposed to GEM at different concentrations for 48 h. D and E, GEM sensitivity of BxPC‐3‐GR and CFPAC‐1‐GR cells cultured with GEM‐containing or ‐free medium for 30 d was determined by MTT assays. F and G, Apoptosis rates were significantly lower in GEM‐resistant cells than in their respective parental cell lines at the same GEM dose. H and I, Protein expression of poly adenosine diphosphate ADP‐ribose polymerase 1 (PARP1) and cleaved PARP1 (C‐PARP1) were compared between parental and GEM‐resistant cells using western blot analysis after incubating with different concentrations of GEM for 48 h. Glyceraldehyde 3‐phosphate dehydrogenase (GAPDH) was used as a loading control. ***P < .001; comparisons indicated by lines

**Table 1:** Drug sensitivity of BxPC‐3 and BxPC‐3‐GR

Drug	BxPC‐3	BxPC‐3‐GR	
	IC_50_ (nmol/L)^a^	IC_50_ (nmol/L)	RI^b^
Gemcitabine	24 ± 3	2680 ± 104	111.7
Docetaxel	0.9 ± 0.5	37 ± 7	41.1
5‐Flourouracil	69 ± 9	2374 ± 210	34.4
Irinotecan	2530 ± 82	40 040 ± 1844	15.8
Capecitabine	7890 ± 911	35 550 ± 10 417	4.5
Oxaliplatin	1606 ± 496	4668 ± 1417	2.9
Cisplatin	1656 ± 284	2373 ± 381	1.4

a The IC_50_ values were defined as the concentration of cells inhibiting growth at 50%.

b Drug resistance index (RI) was determined by dividing IC_50_ values of BxPC‐3 and BxPC‐3‐GR.

**Table 2:** Drug sensitivity of CFPAC‐1 and CFPAC‐1‐GR

Drug	CFPAC‐1	CFPAC‐1‐GR	
	IC_50_ (nmol/L)^a^	IC_50_ (nmol/L)	RI^b^
Gemcitabine	3 ± 0.2	631 ± 59	210.3
Capecitabine	548 ± 20	30 553 ± 830	55.8
5‐Flourouracil	34 ± 3	599 ± 150	17.6
Oxaliplatin	4455 ± 745	16 137 ± 3478	3.6
Irinotecan	1540 ± 792	3437 ± 655	2.2
Docetaxel	30 ± 5	26 ± 9	0.9
Cisplatin	3463 ± 228	1902 ± 162	0.5

a The IC_50_ values were defined as the concentration of cells inhibiting growth at 50%.

b Drug resistance index (RI) was determined by dividing IC_50_ values of CFPAC‐1 and CFPAC‐1‐GR.

To further assess the performance of GEM on parental and GEM‐resistant cells, these cells were incubated in different concentrations of GEM for 48 hours, after which apoptosis was detected using flow cytometry. The percentage of dead cells in each treatment group was normalized to that of untreated samples. As shown in Figure 1F, the apoptotic rate was significantly higher in BxPC‐3 cells than in BxPC‐3‐GR cells at the same dose of GEM. The apoptotic rate of CFPAC‐1 cells was consistently higher at GEM concentrations ranging from 20 to 100 nmol/L, whereas that of CFPAC‐1‐GR cells at the same GEM dose used was significantly lower (Figure 1G). We also examined the apoptosis mechanism in BxPC‐3 and CFPAC‐1 parental and resistant cell lines using immunoblotting analysis. The expression level of cleaved‐PARP1, an apoptosis inducer, increased in BxPC‐3 and CFPAC‐1 cells as GEM concentration increased (Figure 1H,I). However, cleaved‐PARP1 protein expression was lower in BxPC‐3‐GR and CFPAC‐1‐GR cells than in their parental cells at the same GEM dose.

### 3.2 Both GEM‐resistant cells were more resistant to GEM in vivo

To investigate drug resistance in vivo, both GEM‐resistant and parental cells were subcutaneously injected in mice. As shown in Figure 2A‐D, GEM greatly inhibited tumor size and growth curves in BxPC‐3 and CFPAC‐1 cells, whereas no significant effect on GEM‐resistant cells was observed. Furthermore, the proliferation ability of BxPC‐3‐GR and CFPAC‐1‐GR cells was significantly reduced in vivo compared to their respective parental cells. Subsequently, tumor tissue sections were prepared and stained with H & E and PCNA. Compared to BxPC‐3 and CFPAC‐1 cells, fewer BxPC‐3‐GR and CFPAC‐1‐GR cells displayed vacuolization formation and apoptotic features with GEM treatment (Figure 2E), but more GEM‐resistant cells were PCNA positive (Figure 2F), demonstrating their resistance to GEM in vivo.

**Figure 2:**
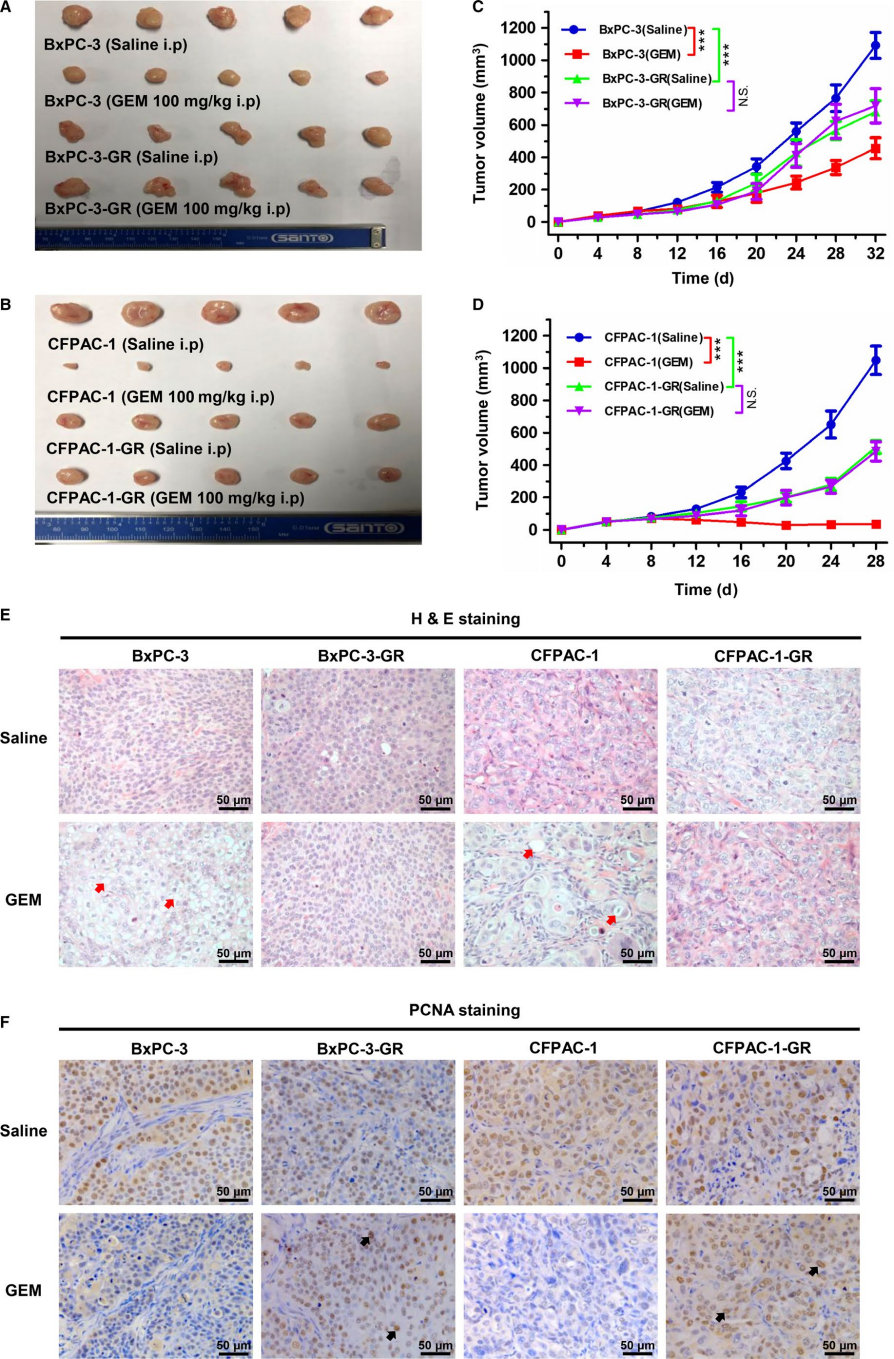
Both gemcitabine (GEM)‐resistant cell lines were more resistant to GEM in vivo. A and B, Tumors were resected from nude mouse model xenografts after different treatments (n = 5). C and D, Tumor growth was significantly inhibited by GEM in parental cells (BxPC‐3 and CFPAC‐1) compared with their corresponding GEM‐resistant cells. E, Representative histological features of BxPC‐3, BxPC‐3‐GR, CFPAC‐1, and CFPAC‐1‐GR tumors following different treatments. Red arrows indicate vacuolization formation and apoptotic features. F, Immunohistochemical staining of proliferation marker proliferating cell nuclear antigen (PCNA) in BxPC‐3, BxPC‐3‐GR, CFPAC‐1, and CFPAC‐1‐GR tumors following different treatments. Black arrows indicate positive cells. ***P < .001; comparisons indicated by lines. i.p, intraperitoneal injection; NS, no significant difference. Scale bar, 50 µm

### 3.3 Morphological and biological characterization of GEM‐resistant cell lines

Morphological and biological changes are generally thought to come along with drug resistance.^20^ As shown in Figure 3A, BxPC‐3‐GR cells lost cell‐cell adhesion and, increasingly, exhibited the mesenchymal phenotype, compared with parental cells. However, there was no morphological difference between CFPAC‐1 and CFPAC‐1‐GR. In this context, we further analyzed the migratory and invasive ability of these cells using transwell chambers and Matrigel invasion assays, respectively. BxPC‐3‐GR consistently showed a significant increase in migratory and invasive ability (Figure 3B,C), whereas no significant change in metastasis and invasion capacity was observed between CFPAC‐1 and CFAPC‐1‐GR (Figure 3D,E).

**Figure 3:**
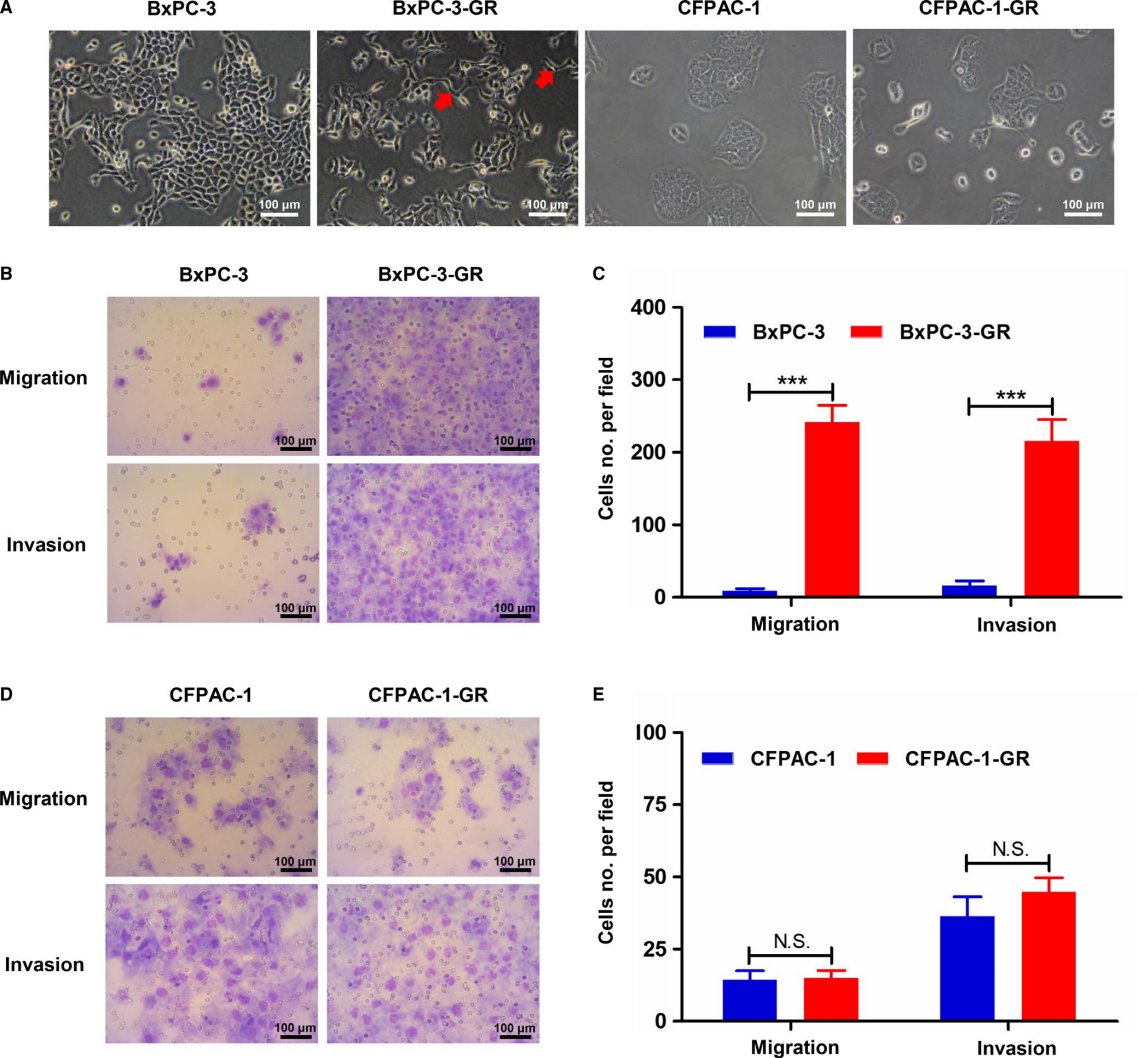
Morphological and metastatic characteristics of parental and gemcitabine (GEM)‐resistant cell lines. A, Morphological characteristics of parental and GEM‐resistant cells were determined using an inverted microscope. Red arrows indicate cellular pseudopods. B and C, Transwell assays showed increased migratory and invasive abilities among BxPC‐3‐GR cells compared with BxPC‐3 cells. D and E, Comparisons of migration and invasion between CFPAC‐1 and CFPAC‐1‐GR cells using transwell assays detected no significant differences. ***P < .001; comparisons indicated by lines. NS, no significant difference. Scale bar, 100 µm

To compare the proliferation ability between GEM‐resistant and parental cells, we performed CCK8 assays. Proliferation was significantly lower in BxPC‐3‐GR cells than in parental cells (Figure 4A); similar results were observed in CFAPC‐1‐GR (Figure 4B). We then determined cell cycle distributions in GEM‐resistant and parental cells using flow cytometry. As shown in Figure 4C and D, significantly fewer cells were observed in the S and G2 phases among GEM‐resistant BxPC‐3‐GR cells (20.41 ± 0.57% and 6.96 ± 0.46%, respectively) than among parental cells (36.84 ± 0.86 and 9.11 ± 0.42%, respectively). The proportion of CFPAC‐1‐GR cells (20.54 ± 0.5%) in the S phase was consistently significantly lower than that of CFPAC‐1 cells (34.71 ± 1.41%) (Figure 4E,F). However, proportions of cells in the G1 phase among BxPC‐3‐GR and CFPAC‐1‐GR (72.63 ± 1.02% and 69.49 ± 0.89%, respectively) were significantly higher than those of BxPC‐3 and CFPAC‐1 cells (54.05 ± 0.62% and 55.31 ± 0.91%, respectively) (Figure 4D,F).

**Figure 4:**
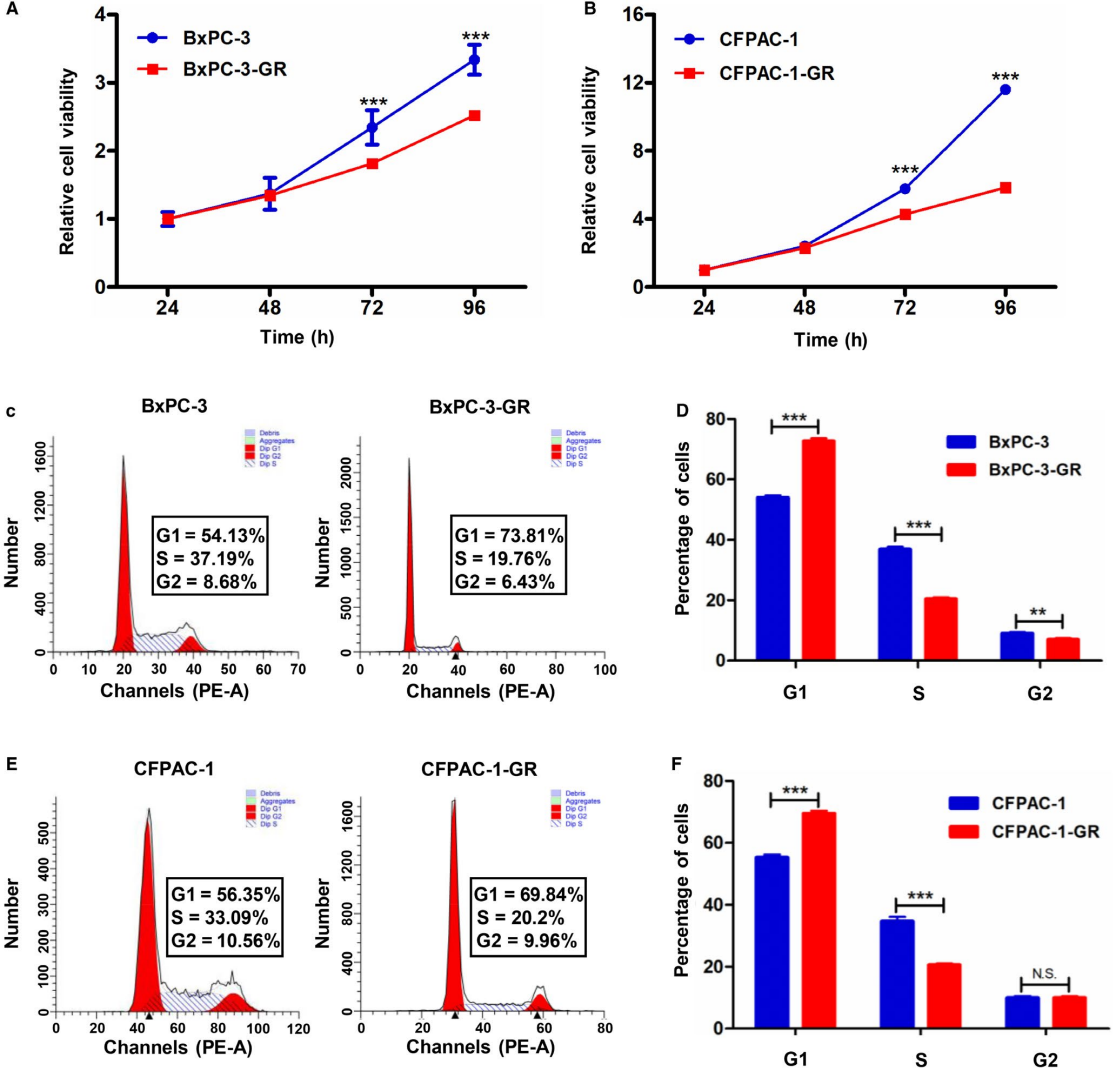
Proliferative capacity and cell cycle distribution in gemcitabine (GEM)‐resistant and parental cell lines. A and B, CCK8 assays showed inhibited proliferation in GEM‐resistant cells (BxPC‐3‐GR and CFPAC1‐GR) compared with their corresponding parental cells. C, Representative images of cell cycle distribution analysis in BxPC‐3 and BxPC‐3‐GR cells. D, Quantification of cell cycle distribution analysis revealed that BxPC‐3‐GR cells were arrested in the G1 phase. E, Representative images of cell cycle distribution analysis in CFPAC‐1 and CFPAC‐1‐GR cells. F, Quantification of cell cycle distribution analysis revealed that CFPAC‐1‐GR cells were arrested in the G1 phase. **P < .01, ***P < .001; comparisons indicated by lines. NS, no significant difference

### 3.4 Different drug‐resistant profiles in both GEM‐resistant cell lines

To further explore the drug‐resistant characteristics of BxPC‐3‐GR and CFPAC‐1‐GR, we evaluated their sensitivity to several different chemotherapeutic agents that are commonly used in clinical settings; the results are summarized in Tables 1 and 2. 3‐(4,5‐dimethylthiazol‐2‐yl)‐2,5‐diphenyltetrazolium bromide assays showed that GEM‐resistant cell lines had higher resistance than parental cell lines to 5‐flourouracil, capecitabine, irinotecan, and oxaliplatin. Notably, BxPC‐3‐GR showed higher resistance to docetaxel (41.4‐fold) and cisplatin (1.4‐fold), whereas CFPAC‐1‐GR became more sensitive. These findings suggest that both BxPC‐3‐GR and CFPAC‐1‐GR are multiple‐drug resistant cell lines, but with different drug‐resistant profiles.

### 3.5 Overview of mRNA expression and enrichment analyses between GEM‐resistant and parental cell lines

Given different phenotypes between GEM‐resistant and parental cells, we next analyzed mRNA profiles among these cells using RNA sequencing. 

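BxPC-3 and CFPAC-1, both established from human pancreatic ductal adenocarcinoma, and the GEM-resistant lines derived from them were sequenced on an Illumina NovaSeq from extracted total RNA, with 3 replicates per line and 12 libraries in all. Whether RNA with a poly(A) tail was selected is not named in the paper's text. The paper's methods give 1000 nmol/L as the last GEM concentration for BxPC-3-GR and 400 nmol/L for CFPAC-1-GR. For the CFPAC-1 lines, the methods and the sample records name different culture media. The authors deposited FPKM values, in which fragments are scaled by gene length and by the mapped fragments of the library, for 58302 genes of the GRCh38 assembly with Ensembl release 91. Low values within a library were mostly whole multiples of the value of 1 fragment for that gene, from which the depth was inferred. Rounded, it lay between 17100000 and 19600000 mapped fragments (median 17400000) in BxPC-3 and between 21600000 and 25200000 (median 24800000) in BxPC-3-GR. It lay between 12600000 and 19400000 (median 12800000) in CFPAC-1 and between 15500000 and 21800000 (median 17100000) in CFPAC-1-GR. Each resistant line was compared with its own parental line by limma on log2(FPKM + 1), over the genes with a mean of at least 1 FPKM in the 6 libraries compared. As in the paper's criteria, SDE genes had a Benjamini-Hochberg false discovery rate below 0.05 and an absolute log2FC above 1. The pseudocount of 1 understates the log2FC of genes with low FPKM, and genes of every annotated type were tested. With 3 libraries against 3, an exact 2-sided permutation test of a single gene gives no p below 0.10, so adjusted p values rest on limma's pooled variance. Each parental line gave 1 resistant line, so all p values measure spread between libraries, not between independently derived resistant lines.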

Compared to their respective parental cells, we identified 1455 and 5145 significantly differentially expressed (SDE) mRNAs in the BxPC‐3‐GR and CFPAC‐1‐GR cells (Figure 5A,B). 

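Of 11710 genes tested in BxPC-3-GR, 6755 (57.7%) had an adjusted p below 0.05 and 909 also passed the log2FC criterion, with a median absolute log2FC of 1.32. Of 12051 genes tested in CFPAC-1-GR, 9590 (79.6%) had an adjusted p below 0.05 and 3880 were SDE genes in CFPAC-1-GR, with a median absolute log2FC of 1.36. Protein-coding genes made up 778 and 3375 of these calls. The FPKM of the resistant and parental libraries did not overlap for all 909 SDE genes in BxPC-3-GR and for 3870 of the 3880 in CFPAC-1-GR. As these genes were called on the same libraries, this is largely fixed by the selection. Among all tested genes the groups did not overlap for 66.1% and 82.1%, where chance gives 10% for 3 libraries against 3. Over all alternatives, the SDE genes in BxPC-3-GR ranged from 380, with a test against an absolute log2FC of 1, to 2769, with a pseudocount of 0.1 and no filter. The SDE genes in CFPAC-1-GR ranged from 1042, with a correction for gene GC content and length, of which 597 were among the 3880, to 8509, with a pseudocount of 0.1 and no filter. This last setting and the test against 1 were chosen after the data were seen.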

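In BxPC-3-GR, 485 genes were called up and 424 down. The largest increases were those of WFDC2 on chromosome 20, FAM160A2 on chromosome 11 and CP on chromosome 3. The FPKM of WFDC2 was 61.6 ± 6.60 (SD, n = 3) in BxPC-3-GR and 1.74 ± 0.218 (SD, n = 3) in BxPC-3, a log2FC of 4.51 (standard error 0.0977, adjusted p = 2.2e-06 from limma). FAM160A2 had a log2FC of 4.37 and CP one of 4.28. SPRR1B on chromosome 1 fell from 330 ± 17.6 to 8.18 ± 1.25 FPKM (SD, n = 3 each), a log2FC of -5.18 (standard error 0.110, adjusted p = 2.0e-06 from limma). SPRR2A, a member of the same gene family whose fragments could be shared between close copies, and SERPINB2 on chromosome 18 had log2FC values of -4.61 and -3.97. The log2FC of WFDC2 lay between 4.43 and 4.57, and that of SPRR1B between -5.26 and -5.07, with each library left out in turn.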

In BxPC‐3‐GR cells, 841 mRNAs were significantly upregulated and 614 mRNAs were significantly downregulated. In CFPAC‐1‐GR, 3369 mRNAs were significantly upregulated and 1776 mRNAs were significantly downregulated. 

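In CFPAC-1-GR, 2473 genes were called up and 1407 down. S100A9 on chromosome 1 rose from 3.14 ± 0.630 to 269 ± 24.5 FPKM (SD, n = 3 each), a log2FC of 6.04 (standard error 0.126, adjusted p = 2.3e-06 from limma). BLOC1S5-TXNDC5 had a larger fitted log2FC, but it is a readthrough gene that shares its exons with its neighbors. It was listed at 0 in every CFPAC-1 library and in 2 of the 3 libraries of each BxPC-3 line, so its value is uncertain. DMBT1 on chromosome 10 fell from 44.5 ± 6.88 to 2.17 ± 0.361 FPKM (SD, n = 3 each), a log2FC of -3.84 (standard error 0.140, adjusted p = 6.3e-06 from limma). TM4SF4 had a log2FC of -3.61, and C15orf38-AP3S2, also a readthrough gene whose value is uncertain for the same reason, fell from 19.3 ± 1.70 to 1.22 ± 0.298 FPKM. Across genes, log2FC in CFPAC-1-GR fell with the GC content of the gene (Spearman's rho = -0.777 over 12030 genes, which are not independent replicates), against 0.0388 in BxPC-3-GR. Among the 10% of genes with the lowest GC content (median 37.3%), 67.3% were called up, and among the 10% with the highest (median 64.2%), 46.6% were called down. The share of up calls was 63.7% with FPKM as deposited, 42.9% with median-of-ratios scaling and 35.4% with upper-quartile scaling of the libraries.

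**Figure D1:**
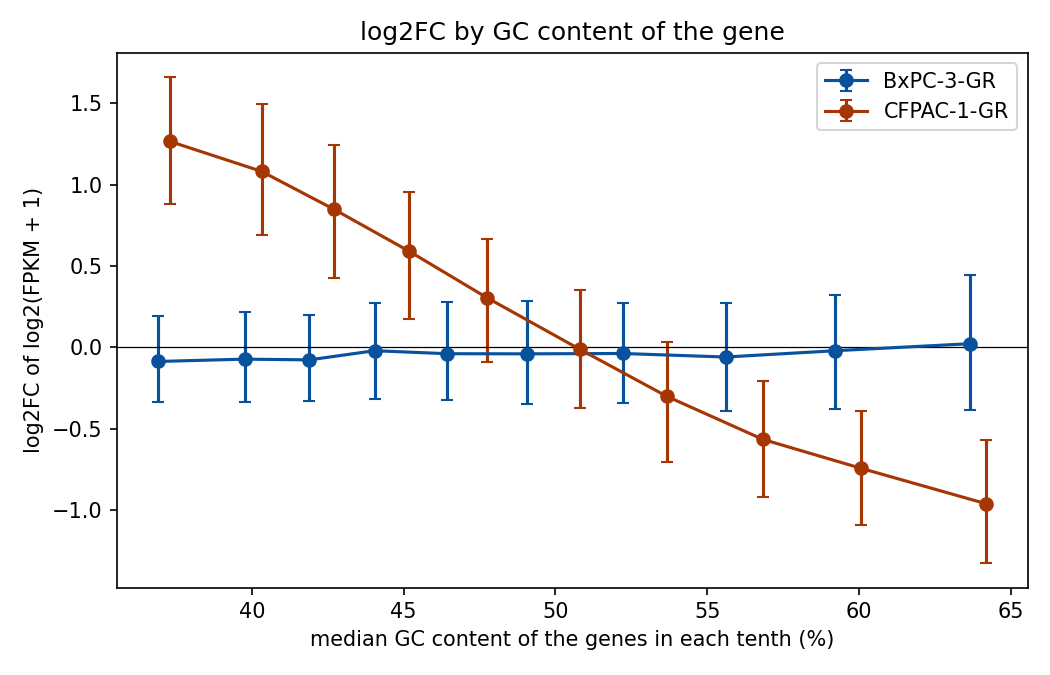
Median log2FC (resistant over parental, on the log2(FPKM + 1) scale) against the median GC content in percent of 10 equal groups of tested genes ordered by GC content, for both resistant lines, with error bars from the lower to the upper quartile. In CFPAC-1-GR the median goes from 1.27 in the lowest group to -0.96 in the highest.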

To explore common gene expression phenomena among drug‐resistant cell lines, we analyzed significantly up‐ and downregulated mRNAs among the BxPC‐3‐GR and CFPAC‐1‐GR cells and found 199 mRNAs that were consistently upregulated and 115 that were consistently downregulated in both cell lines (Figure 5C,D). 

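Among the 10393 genes tested in both lines, 68 were called up in both and 65 were called down in both. Independent calls would give 89.5 shared increases and 38.6 shared decreases, so fewer genes were shared upward (odds ratio 0.70, Fisher's exact test across genes, p = 0.0084) and more downward (odds ratio 1.90, p = 1.8e-05) than by chance. Opposite calls were made for 68 genes that rose in BxPC-3-GR and fell in CFPAC-1-GR, where 47.0 were expected (Fisher's exact test, p = 0.0015), and for 51 genes that fell in BxPC-3-GR and rose in CFPAC-1-GR, where 73.6 were expected (p = 0.0019). All are 2-sided, the Benjamini-Hochberg adjusted values over the 4 tests were 0.0084, 7.0e-05, 0.0026 and 0.0026 in this order, and genes are not independent replicates. The log2FC values of the lines were not related across genes (Spearman's rho = -0.0137). ITGB8 on chromosome 7 was called up in both, with log2FC values of 1.96 and 2.94. FOSL1 on chromosome 11 fell by 1.85 on the log2 scale in BxPC-3-GR and by 2.05 in CFPAC-1-GR. TRBC2 and the histone genes H2BFS, HIST2H2AA4 and HIST1H1C also fell in both lines, and the histone genes have near-identical copies that make their values uncertain. After the correction for GC content and length, 29 genes were consistently up and 20 consistently down, of which 13 and 12 were among the 68 and the 65. The departure from chance turned for the shared increases, with 17.7 expected (odds ratio 1.73, Fisher's exact test, adjusted p = 0.019), and for the genes that fell in BxPC-3-GR and rose in CFPAC-1-GR, with 23 against 13.3 expected (odds ratio 1.83, adjusted p = 0.019). For the shared decreases 11.9 were expected (odds ratio 1.76, adjusted p = 0.031), and for the genes that rose in BxPC-3-GR and fell in CFPAC-1-GR the 20 did not differ from the 15.9 expected (odds ratio 1.28, adjusted p = 0.29). Without a filter on low FPKM, the odds ratio of the shared increases was 1.37 (adjusted p = 0.027).

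**Figure D2:**
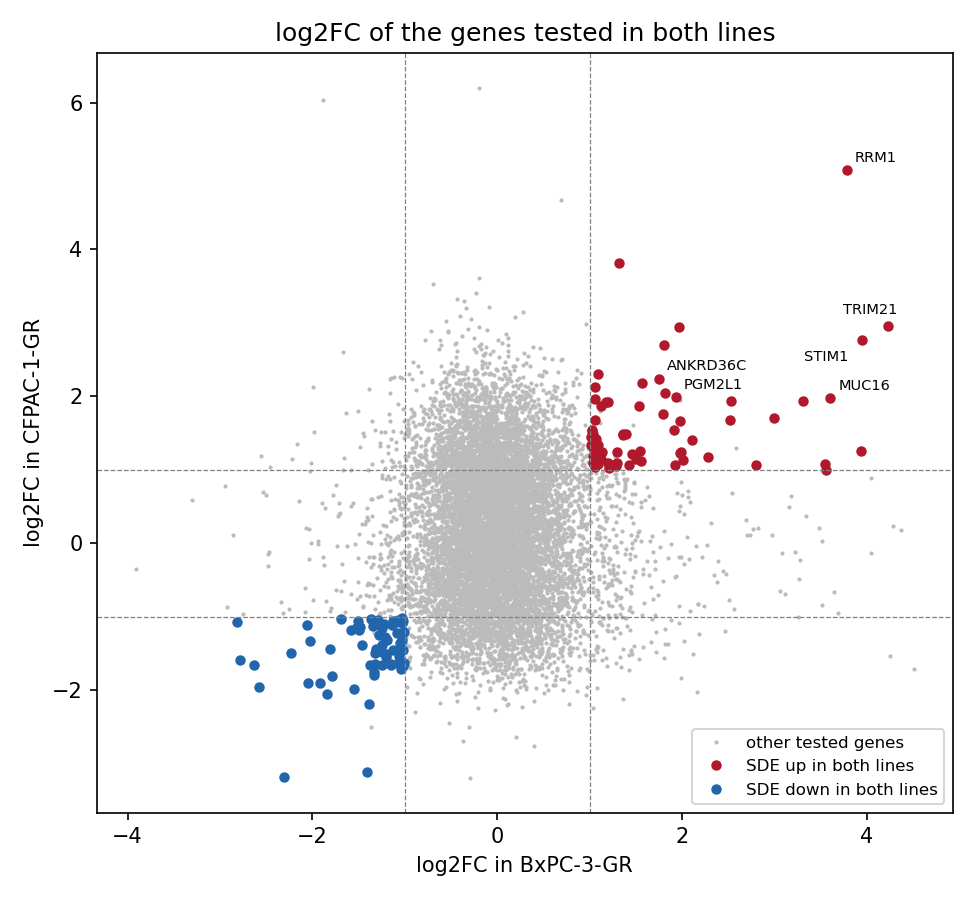
Log2FC in CFPAC-1-GR against log2FC in BxPC-3-GR, on the log2(FPKM + 1) scale, with one point for each gene tested in both lines. The 68 consistently upregulated and 65 consistently downregulated genes lie in the upper right and lower left corners.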

We also performed GO and KEGG pathway enrichment analyses on SDE mRNAs that were consistently regulated in both GEM‐resistant cell lines. Significantly different biological processes between the two groups included regulation of apoptotic process, cell‐cell adhesion, and regulation of cell cycle, which may be related to chemoresistance (Figure 5E). As shown in Figure 5F, the top 10 signaling pathways with a *Q* value <0.05 were significantly enriched. 

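A list of 94 genes of tumor necrosis factor signaling, written without reference to the values, was tested as a set. It is not the set that KOBAS used, and the enrichment analysis of the paper was not repeated here. In BxPC-3-GR, 67 of the genes were tested and 41 of them had a log2FC above 0. Their mean log2FC was 0.22 (adjusted p = 0.049 over 12 set tests with limma's camera and a preset correlation of 0.01). Limma's fry gave the list an adjusted p of 0.00015, but fry asks whether the list's genes shifted, not whether they shifted more than other genes. With camera, the call of the TNF list in BxPC-3-GR held with no filter (adjusted p = 0.012) and with a pseudocount of 0.1 and no filter (0.020). It was lost with an estimated correlation (adjusted p = 0.26), the replicate block (0.055), the GC content and length correction (0.066), median-of-ratios (0.068) and upper-quartile scaling (0.057), a pseudocount of 0.1 (0.058), protein-coding genes only (0.056) and the block with the correction (0.072), and with each library left out except without BxPC-3 replicate 2 (0.043 with limma's camera). In CFPAC-1-GR, the mean over 72 tested genes was 0.13 (camera, adjusted p = 0.80, and fry, adjusted p = 0.0037). The TNF list in CFPAC-1-GR turned to -0.13 with median-of-ratios scaling, -0.23 with upper-quartile scaling and -0.000857 after the correction. The scalings moved the median of all genes in this line by -0.25 and -0.36. The turns with scaling follow that shift and do not bear on the list itself. Changes in single genes were frequent, as 47 genes in BxPC-3-GR and 59 in CFPAC-1-GR had a p below 0.05 adjusted over the list alone, against 46 and 59 when adjusted over all genes tested. Of the 133 genes called in the same direction in both lines, 2 were on the list and 0.781 were expected (Fisher's exact test across genes, p = 0.18). With a pseudocount of 0.1 the same count was 6 of 268 (Fisher's exact test, p = 0.0047). After the GC content and length correction it was 3 of 49, with 0.288 expected (Fisher's exact test, p = 0.0029), without BxPC-3 replicate 2 it was 3 of 129 (p = 0.040) and without BxPC-3-GR replicate 1 it was 3 of 135 (p = 0.045). Over all alternatives, chosen for this count after the data were seen, the odds ratio lay between 2.42 and 11.5 and its p, not adjusted, between 4.1e-05 and 0.21.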

The most significantly enriched pathway was the tumor necrosis factor signaling pathway.

**Figure 5:**
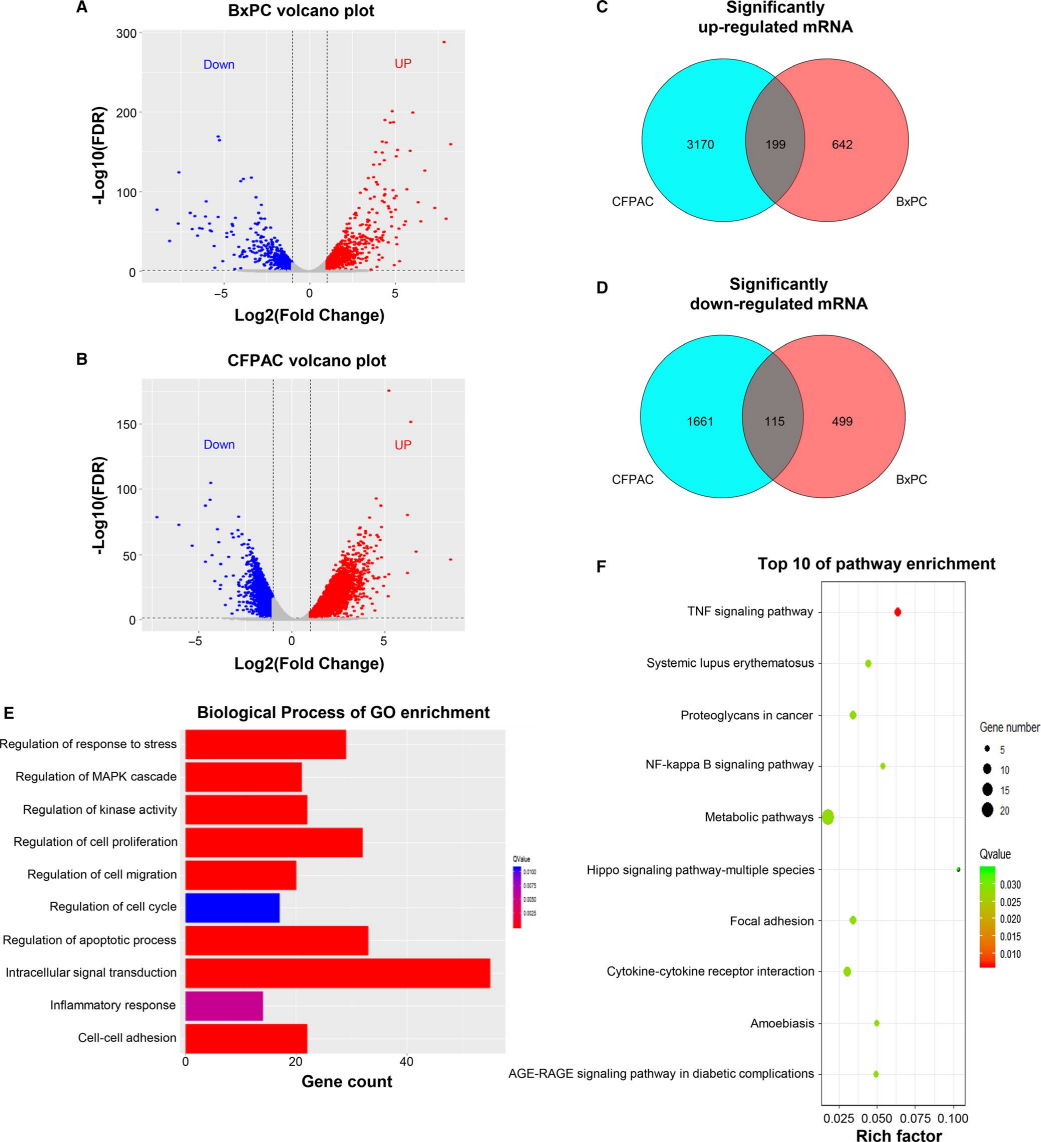
Overview of mRNA expression and enrichment analyses between gemcitabine (GEM)‐resistant and parental cell lines. A and B, Volcano figure showing significantly differentially expressed (SDE) genes in BxPC‐3‐GR and CFPAC‐1‐GR cells compared to their respective parental cells. Red and blue dots indicate significantly up‐ and downregulated genes in GEM‐resistant cells, respectively. C and D, Venn diagrams show consistently up‐ and downregulated mRNAs in the GEM‐resistant cell lines. E, Biological processes identified by gene ontology (GO) enrichment analysis based on consistent SDE genes. F, Top 10 results of Kyoto Encyclopedia of Genes and Genomes pathway enrichment analysis based on consistent SDE genes. FDR, false discovery rate

### 3.6 Expression of RRM1, STIM1, and TRIM21 was associated with the level of the acquired GEM resistance

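The consistently upregulated genes were ranked by log2FC in each line and 20 were taken from each. The list for BxPC-3-GR was led by TRIM21 (log2FC 4.24), STIM1 (3.95), TRIM68 (3.94), RRM1 (3.78) and MUC16 (3.61). The list for CFPAC-1-GR was led by RRM1 (5.08), LINC00342 (3.81), TRIM21 (2.95), ITGB8 (2.94) and STIM1 (2.77). Of the 20 genes, 12 in BxPC-3-GR are in Table S1 and 11 in CFPAC-1-GR are in Table S2. The lists shared 8 genes, where lists drawn at random from the 68 would share 5.88. With a ranking by false discovery rate, 4 were shared. A test against an absolute log2FC of 1 left 22 consistently upregulated genes, too few for this comparison, since 2 lists of 20 from 22 genes share at least 18. The list for BxPC-3-GR held 8 genes of 1 segment of chromosome 11 around RRM1.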

To further explore the molecular mechanisms underlying GEM resistance acquisition, we analyzed the top 20 consistently upregulated mRNAs in both GEM‐resistant cell lines (Figure 6A; Tables S1 and S2). Six intersected genes (RRM1, STIM1, TRIM21, MUC16, ANKRD36C, and PGM2L1) are shown in Figure 6B. 

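The genes shared by both lists of 20 were RRM1, STIM1, TRIM21, MUC16, PGM2L1, CLIC4, ITGB8 and AC090587.2. AC090587.2 lies within STIM1 on the same strand, so the fragments of these 2 genes could be shared and the value of AC090587.2 is uncertain. RRM1, which encodes a subunit of ribonucleotide reductase, had 413 ± 14.9 FPKM (SD, n = 3) in BxPC-3-GR and 29.1 ± 1.31 (SD, n = 3) in BxPC-3 (standard error of the log2FC 0.0575, adjusted p = 1.0e-06 from limma). In CFPAC-1-GR it had 306 ± 4.91 and in CFPAC-1 8.07 ± 0.809 FPKM (standard error 0.0831, adjusted p = 7.7e-07 from limma), and its log2FC after the GC content and length correction was 4.35. STIM1, a calcium sensor of the endoplasmic reticulum, had 48.2 ± 6.02 against 2.16 ± 0.0627 FPKM in the BxPC-3 lines (standard error 0.0957, adjusted p = 2.7e-06 from limma). It had 28.5 ± 4.87 against 3.44 ± 1.46 FPKM in the CFPAC-1 lines (standard error 0.233, adjusted p = 3.8e-05 from limma). TRIM21, an E3 ubiquitin ligase, had 162 ± 4.51 against 7.66 ± 0.151 FPKM in the BxPC-3 lines (adjusted p = 7.9e-07 from limma) and 76.0 ± 4.78 against 8.94 ± 0.632 FPKM in the CFPAC-1 lines (adjusted p = 5.7e-06 from limma). MUC16 had 11.8 ± 0.773 against 0.0515 ± 0.0143 FPKM and 4.63 ± 1.59 against 0.397 ± 0.141 FPKM. PGM2L1 had log2FC values of 1.93 and 1.99, and in CFPAC-1-GR the correction left 0.65, below the criterion. ANKRD36C had log2FC values of 1.75 in BxPC-3-GR, outside the list of 20, and 2.24 in CFPAC-1-GR, which the correction moved to 1.01. Its fragments could be shared with ANKRD36 and ANKRD36B, so these values are uncertain. For RRM1, STIM1, TRIM21, MUC16, ANKRD36C and PGM2L1, every resistant library lay above every parental library of its line (exact permutation test, p = 0.10, the smallest that 3 libraries against 3 allow), and with each library left out the log2FC stayed above 1. Among RRM1, STIM1 and TRIM21, the widest range was that of STIM1 in CFPAC-1-GR, from 2.60 to 3.02.

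**Figure D3:**
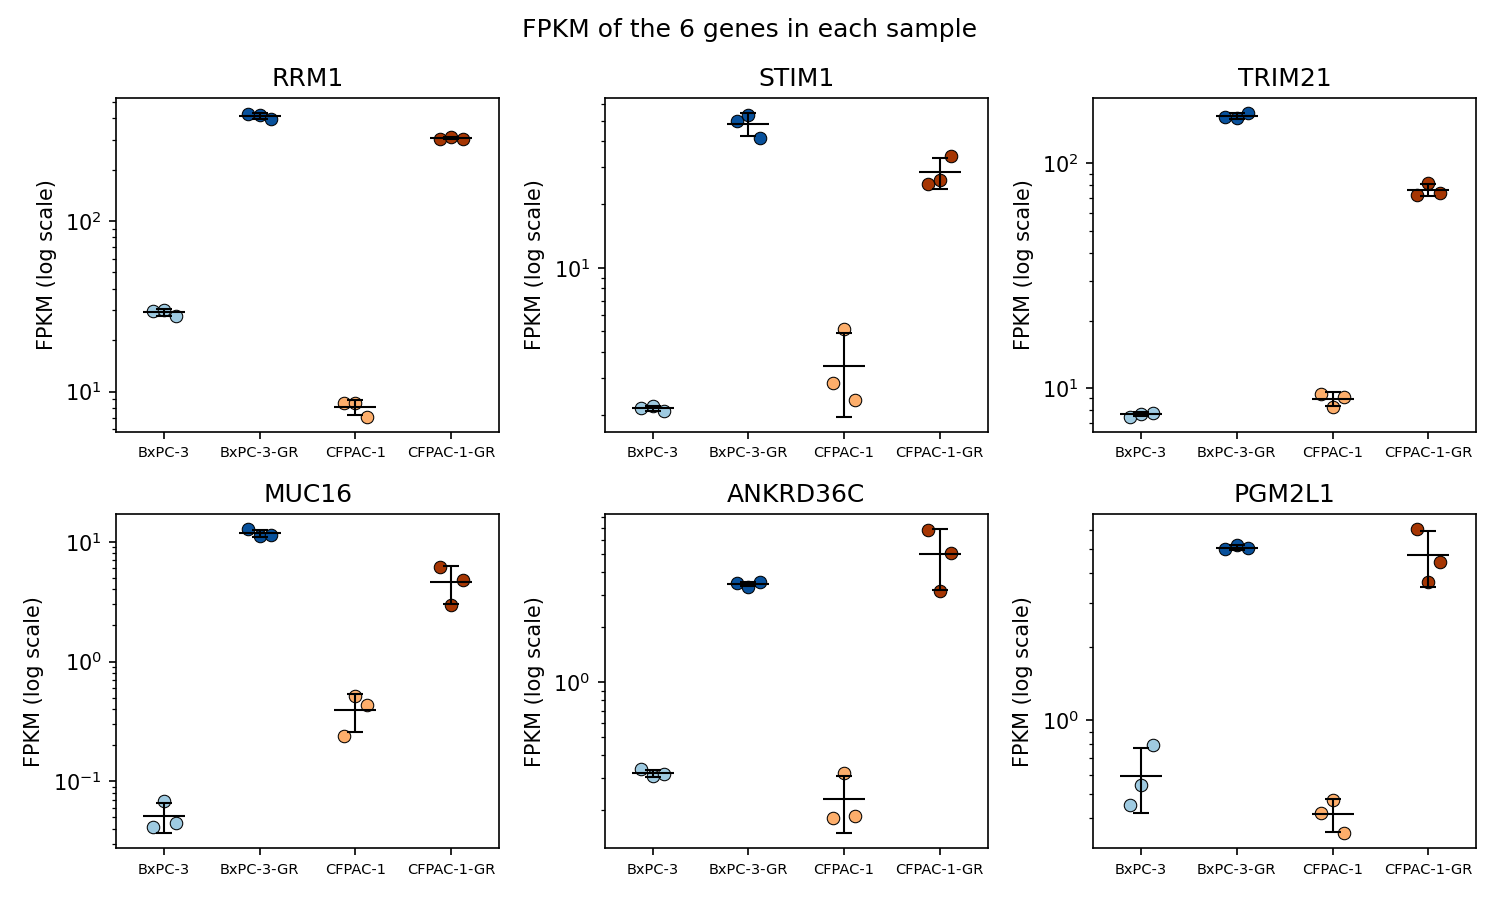
FPKM on a log axis of RRM1, STIM1, TRIM21, MUC16, ANKRD36C and PGM2L1 in BxPC-3, BxPC-3-GR, CFPAC-1 and CFPAC-1-GR, with a point for each of the 3 libraries, a line at their mean and error bars of 1 SD. In each gene the resistant libraries lie above the parental libraries of the same line.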

RRM1, STIM1, and TRIM21 were picked out for their potential relation to drug resistance.^21^, ^22^, ^23^, ^24^ As shown in Figure 6C and D, mRNA and protein expression levels of RRM1, STIM1, and TRIM21 were significantly higher in BxPC‐3‐GR and CFPAC‐1‐GR cells than in their corresponding parental cells. We then estimated RRM1, STIM1, and TRIM21 protein expression among different Bx‐GEM subclones with differential grades of resistance to 100 (Bx‐GEM100), 500 (Bx‐GEM500), and 1000 nmol/L (BxPC‐3‐GR) GEM (Figure 6E). Protein expression level was directly related to the grade of GEM resistance; a similar result was observed among the different CF‐GEM subclones (Figure 6F). To further validate this conclusion, basal expression of RRM1, STIM1, and TRIM21 was detected in pancreatic normal and cancer cell lines using western blot analysis. As shown in Figure 6G, expression levels of RRM1, STIM1, and TRIM21 were low in BxPC‐3 and CFPAC‐1 cells, higher in PANC‐1 cells, and highest among both GEM‐resistant cells, which was consistent with the degree of GEM resistance detected in PC cell lines by MTT assays (Figure 6H). Together, these findings suggest that RRM1, STIM1, and TRIM21 expression levels are directly correlated to GEM resistance levels.

**Figure 6:**
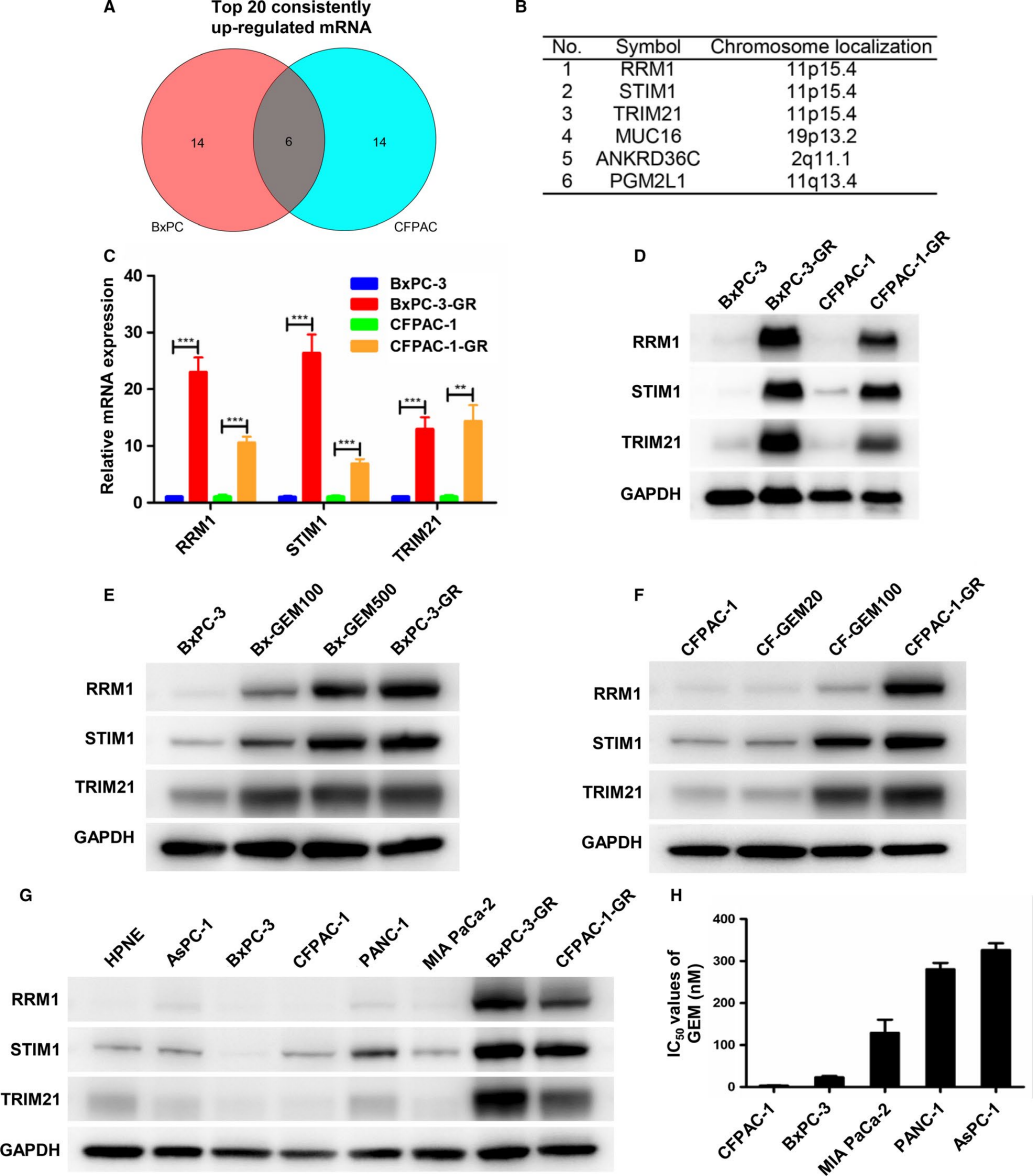
Expression of RRM1, STIM1, and TRIM21 was associated with the level of acquired gemcitabine (GEM) resistance. A, Venn diagram showed the top 20 consistently upregulated mRNAs in both GEM‐resistant cell lines. B, Six intersected genes selected from among the top 20 consistently upregulated mRNAs. C and D, Total RNA and cytoplasmic proteins were extracted from BxPC‐3, BxPC‐3‐GR, CFPAC‐1, and CFPAC‐1‐GR. mRNA and protein expression levels of RRM1, STIM1, and TRIM21 were determined by quantitative reverse‐transcription polymerase chain reaction and western blot analysis. Glyceraldehyde 3‐phosphate dehydrogenase (GAPDH) was used as a control. E and F, RRM1, STIM1, and TRIM21 protein expression levels were measured by western blot analysis in both parental cell lines and their derived GEM subclones. GAPDH was used as a control. G, RRM1, STIM1, and TRIM21 protein expression levels among normal pancreatic and pancreatic cancer (PC) cell lines were evaluated by western blot analysis. GAPDH was used as a control. H, Histogram shows IC_50_ values for GEM in AsPC‐1, BxPC‐3, CFPAC‐1, MIA PaCa‐2, and PANC‐1 cell lines. **P < .01, ***P < .001; comparisons indicated by lines

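The genes of Figure 6B were placed on GRCh38 by their Ensembl identifiers. RRM1 (ENSG00000167325) lies on the plus strand of chromosome 11 from 4094707 to 4138876, STIM1 (ENSG00000167323) on the plus strand from 3854527 to 4093210, and TRIM21 (ENSG00000132109) on the minus strand from 4384897 to 4393696. PGM2L1 lies on the same chromosome from 74330318 to 74398473, MUC16 on chromosome 19 from 8848844 to 8981342 and ANKRD36C on chromosome 2 from 95836919 to 95991831. In BxPC-3-GR, the 44 tested genes within 3 Mb of RRM1 had a median log2FC of 1.84 and a mean of 1.67 (limma's camera, adjusted p = 6.6e-08 over 12 set tests). This median was higher than that of 99.98% of the 10671 windows of as many neighboring genes. The window had been chosen from the genes of Figure 6B and Table S1. These were found in the same libraries, so the rise of some of its genes was known beforehand. In CFPAC-1-GR, the 39 tested genes had a median of 0.20 and a mean of 0.51 (camera, adjusted p = 0.37), higher than 51.1% of windows. After the GC content and length correction they had a median of 0.70, higher than 99.6% of windows, and a mean of 0.80 (camera, adjusted p = 1.6e-05). This is not specific to the surroundings of RRM1, as the 53 tested genes of the chromosome before PGAP2 had a corrected median of 0.76 (0.05 without the correction). The genes within 3 Mb of RRM1 in CFPAC-1-GR were also called with fry (adjusted p = 0.00013) and with windows of 1 Mb (mean 1.85, camera, adjusted p = 0.0035) and 10 Mb (mean 0.55, camera, adjusted p = 0.031), and the adjusted p over all alternatives lay between 1.3e-05 (the correction with the replicate block) and 0.75. The call in BxPC-3-GR was lost with an estimated correlation alone (adjusted p = 0.13). From PGAP2 to TPP1, 3797724 to 6619461, BxPC-3-GR had 24 of 27 tested genes with a log2FC above 1 and 20 above 2. The remaining 3, OR51B4, HBE1 and AC087380.1, fell, and as HBE1 overlaps each of the other 2 their values are uncertain. In the 3 Mb on either side, 2 of 39 tested genes were above 1, with a median of 0.08. The limits of this segment were set after the values were seen. Of the 68 consistently upregulated genes, 8 lay in it. RRM1 overlaps the antisense gene RRM1-AS1 and TRIM22 overlaps TRIM5, and whether strand was used in counting is not named in the paper's text. The paper states that RRM1, STIM1 and TRIM21 were chosen from the shared genes for their potential relation to drug resistance.

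**Figure D4:**
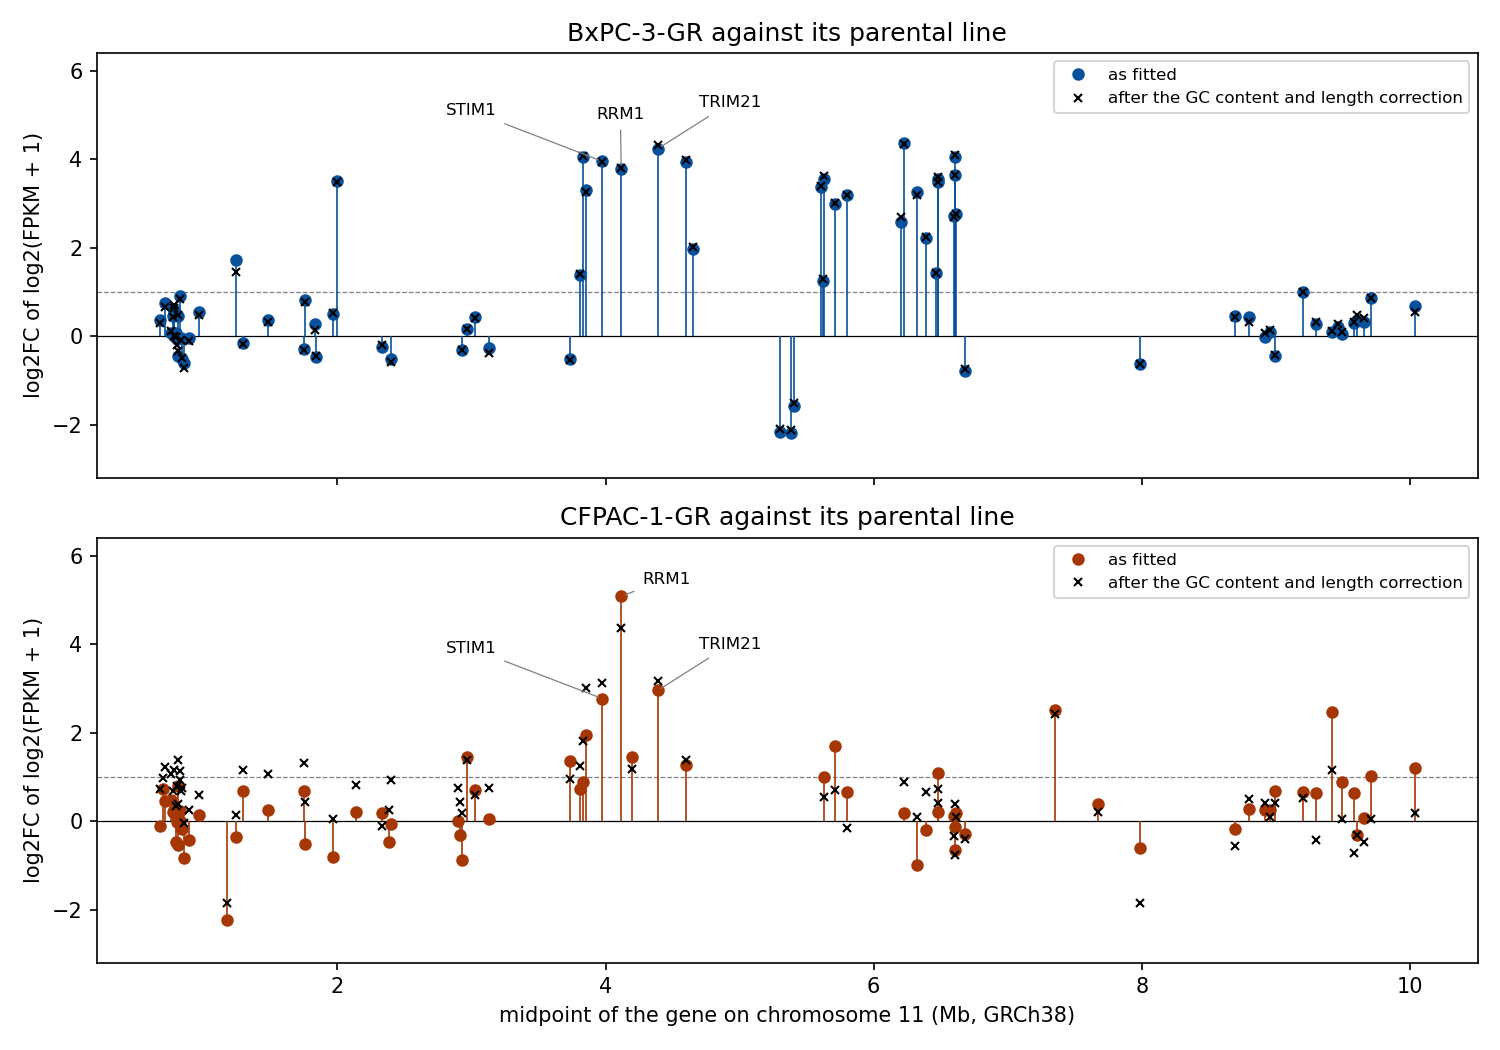
Log2FC of tested genes (log2(FPKM + 1) scale) against position on chromosome 11 in Mb around RRM1, for BxPC-3-GR and CFPAC-1-GR, with one point per gene and a cross at its value after the GC content and length correction. In BxPC-3-GR most genes between PGAP2 and TPP1 lie above 1, and in CFPAC-1-GR the highest log2FC is that of RRM1.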

### 3.7 Abnormal expression and prognostic role of RRM1, STIM1, and TRIM21 in PC

Based on these results, we first assessed the expression of these three genes in PC and corresponding normal tissues using a TCGA pan‐cancer dataset obtained from the GEPIA online database. As shown in Figure 7A‐C, RRM1, TRIM21, and STIM1 were more highly expressed in PC tissues than in corresponding normal tissues (*P* < .05). Interestingly, pair‐wise gene correlation analysis based on the TCGA database showed a significantly positive correlation of mRNA expression between RRM1 and STIM1 in PC tissues (Figure 7D). Similar results were shown between RRM1 and TRIM21 (Figure 7E), and between STIM1 and TRIM21 (Figure 7F). To evaluate prognostic values of these three potential mRNAs in PC patients, the KM plotter database was utilized. As shown in Figure 7G and J, there was a significant decrease in overall survival (OS, *P* = .0018) and recurrence‐free survival (RFS; *P* = .026) in the RRM1 high cohort compared with the low cohort. Although the difference in OS was not significantly different between the TRIM21 high and low groups (*P* = .072) (Figure 7H), low TRIM21 expression was significantly correlated with increased RFS (*P* = .041) (Figure 7K). There was no significant difference in OS (*P* = .17) and RFS (*P* = .32) between the STIM1 high and low cohorts (Figure 7I,L).

**Figure 7:**
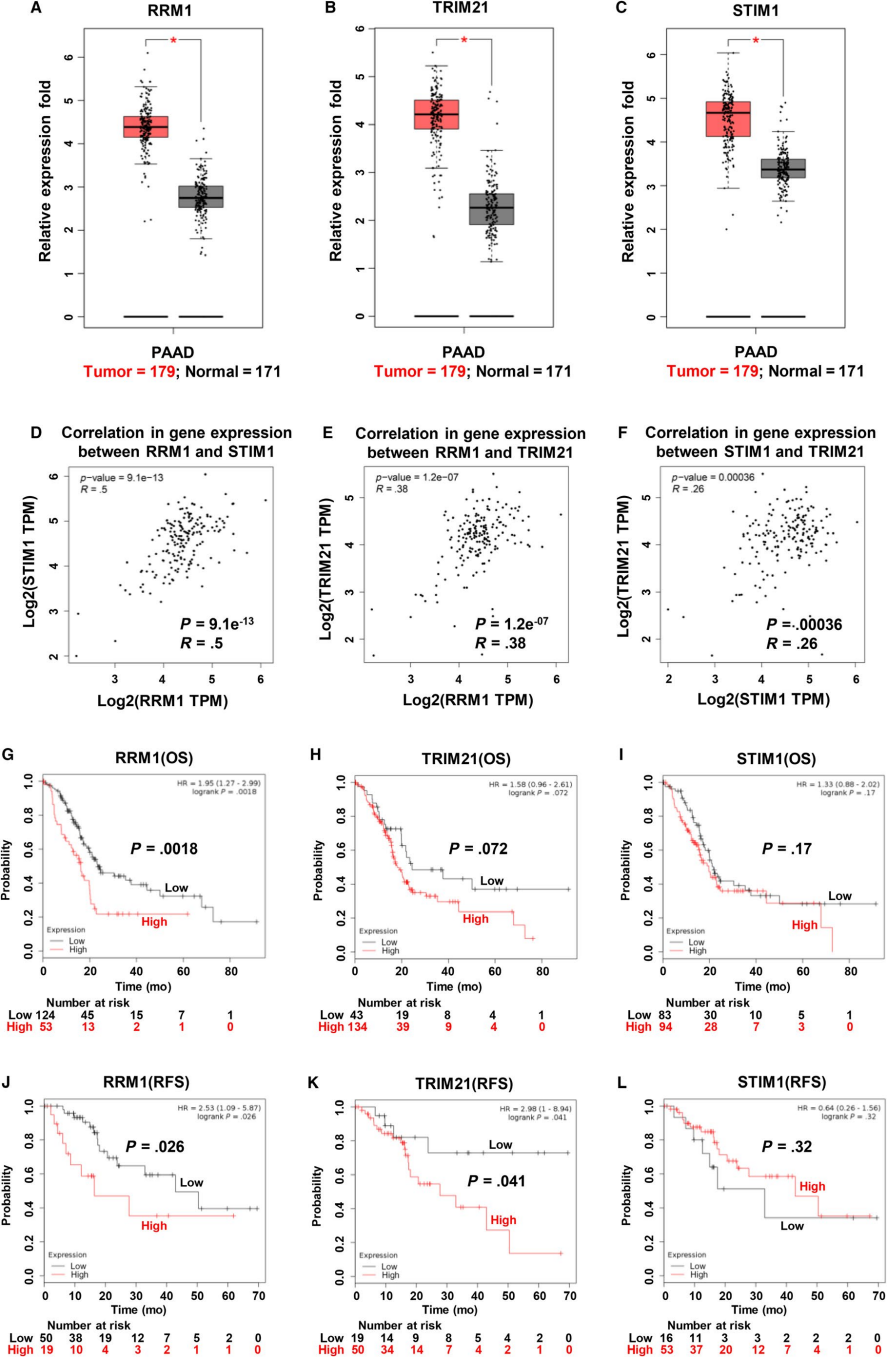
Abnormal expression and prognostic role of RRM1, STIM1, and TRIM21 in pancreatic cancer (PC). A–C, RRM1, TRIM21, and STIM1 mRNA expression levels were significantly higher in PC tissues than in corresponding adjacent normal tissues based on TCGA database search results. Association of (D) mRNA expression with RRM1 and STIM1, (E) mRNA expression with RRM1 and TRIM21, and (F) mRNA expression with STIM1 and TRIM21 assessed using Spearman's correlation based on GEPIA online database. G–I, Overall survival (OS) curves for RRM1, TRIM21, and STIM1 in PC patients, plotted using the Kaplan‐Meier method. J–L, Recurrence‐free survival (RFS) curves for RRM1, TRIM21, and STIM1 in PC patients, plotted using the Kaplan‐Meier method. *P < .05; comparisons indicated by lines. PAAD, pancreatic adenocarcinoma

## 4 DISCUSSION

In this study, we investigated acquired chemoresistance in PC using chemo‐resistant cell models. Through continuous exposure to GEM using a dose escalation strategy, two stable GEM‐resistant cell subgroups (BxPC‐3‐GR and CFAC‐1‐GR) were established from parental cell lines. Unlike previously described drug‐resistant cell models,^25^, ^26^ acquired GEM resistance was an irreversible phenomenon in both the BxPC‐3‐GR and CFPAC‐1‐GR cell lines, making these lines more suitable for subsequent analyses of drug resistance.

Changes in the morphological and biological characteristics of resistant cells can denote acquired drug resistance. Funamizu et al^27^ reported that two resistant cell lines exhibited increased cell growth, as compared to its parents. In contrast, both of our GEM‐resistant cell lines showed a significant decrease in proliferative capability in vitro and in vivo. These differences could be due to cell cycle disturbance, since the cell cycle of GEM‐resistant cells was arrested at the G1 phase compared with parental cells, providing cancer cells with sufficient time to respond to DNA damage.^28^ Several previous studies have reported that cancer metastasis and drug resistance are closely related.^20^, ^29^ In the present study, BxPC‐3‐GR cells exhibited a mesenchymal phenotype with enhanced migration and invasion. However, there was no change in morphology or motility in CFPA‐1‐GR cells compared with parental CFPAC‐1 cells. We hypothesized that the different biological characteristics of the two GEM‐resistant cell lines may have been caused by different final concentrations of the drug.

Several recent retrospective studies and clinical trials have been performed to compare the efficacy of GEM alone or combined with other chemotherapeutic agents; however, combined regimens such as erlotinib, nab‐paclitaxel, and oxaliplatin have not markedly improved OS results of patients with PC.^30^, ^31^, ^32^, ^33^ One of the main causes of poor efficacy of combination chemotherapy is cross‐resistance to multiple drugs. In our study, both BxPC‐3‐GR and CFPAC‐1‐GR were cross‐resistant to 5‐flourouracil, capecitabine, irinotecan, and oxaliplatin. Interestingly, BxPC‐3‐GR showed additional resistance to docetaxel and cisplatin, whereas CFPAC‐1‐GR became more sensitive. These findings suggest that both BxPC‐3‐GR and CFPAC‐1‐GR are multiple‐drug resistant cell lines, but with different drug‐resistant profiles.

Many important signaling pathways and molecular targets have been confirmed to be correlated with chemotherapy resistance in PC. Irreversible therapeutic resistance remains a challenge for patients receiving chemotherapy. Therefore, we further explored potential targets for regulation of GEM‐acquired resistance through transcriptome sequencing.

Previous studies have demonstrated that RRM1, an enzyme indispensable for drug metabolism regulation, plays an important role in chemotherapy resistance in multiple types of cancers.^22^, ^34^, ^35^, ^36^ Consistently, our quantitative reverse‐transcription polymerase chain reaction and western blot analysis illustrated that RRM1 mRNA and protein expression were significantly upregulated in both GEM‐resistant cell lines. We also demonstrated that RRM1 expression in PC cell lines and different GEM‐resistant subclones was correlated with the grade of GEM resistance. In addition to RRM1, we identified two genes (STIM1 and TRIM21) related to acquired GEM resistance. STIM1, a major component of store‐operated calcium channels in regulating Ca^2+^ influx, has been reported to take part in several physiological and pathological processes.^37^, ^38^ Knockdown of STIM1 expression has been shown to increase the chemosensitivity of 5‐fluorouracil or GEM in pancreatic adenocarcinoma cell lines.^23^ However, Gualdani et al^39^ showed that knockdown of STIM1 expression dramatically reduced cisplatin cytotoxicity in non‐small‐cell lung carcinoma cells by inhibiting the DNA damage repair pathway. These previous findings suggest that STIM1 may have a dual role in regulating chemoresistance in different types of cancers. TRIM21 has been shown to decrease the response to cisplatin in colon cancer and PC by downregulating Par‐4 expression, whereas high‐level TRIM21 expression was correlated with poor OS in PC patients.^24^ Based on these findings, we further demonstrated that these three genes were more highly expressed in PC tissues than in corresponding normal tissues and that high RRM1 and TRIM21 expression indicated poor prognosis in PC patients. However, further tissue samples are needed to sufficiently demonstrate and validate this conclusion and the detailed molecular mechanisms by which these three genes regulate acquired chemoresistance in PC.

In conclusion, we successfully established two stable GEM‐resistant cell subclones and determined that RRM1, STIM1, and TRIM21 are potential biomarkers for response to GEM in patients with PC.

## CONFLICT OF INTEREST

None declared.

## AUTHORS' CONTRIBUTIONS

WLW, JRZ, and LSZ designed the study. JRZ and LSZ participated in majority of the experiments and wrote the manuscript. HLZ, WHG, and YH conducted the animal experiments. YCY and XHZ performed the statistical analysis of experimental data. WZ and YK analyzed the transcriptome sequencing data. YD reviewed and revised the manuscript. All authors agreed to submit the final manuscript.

## Supporting information

 Click here for additional data file.

 Click here for additional data file.

## Data Availability

The data that support the findings of this study are available from the corresponding author upon reasonable request.

# Supplementary material for: Identification of chemoresistance‐related mRNAs based on gemcitabine‐resistant pancreatic cancer cell lines
**Source:** Cancer Med. 2019 Dec 11;9(3):1115–30. doi: 10.1002/cam4.2764
**Supplement:** Supplementary file 1

| Table S1. Top 20 consistently up-regulated mRNA in BxPC-3-GR compared to BxPC-3. | | | | |
| --- | --- | --- | --- | --- |
| No. | Symbol | Description | Log2FC | Q value |
| 1 | MUC16 | Mucin 16, cell surface associated | 7.84 | 7.80E-289 |
| 2 | MUC4 | Mucin 4, cell surface associated | 4.93 | 6.52E-93 |
| 3 | TRIM68 | Tripartite motif containing 68 | 4.69 | 1.33E-187 |
| 4 | MCAM | Melanoma cell adhesion molecule | 4.61 | 4.36E-80 |
| 5 | STIM1 | Stromal interaction molecule 1 | 4.48 | 6.40E-163 |
| 6 | TRIM21 | Tripartite motif containing 21 | 4.40 | 1.81E-190 |
| 7 | TRIM22 | Tripartite motif containing 22 | 4.40 | 7.77E-104 |
| 8 | TRIM34 | Tripartite motif containing 34 | 4.35 | 2.75E-96 |
| 9 | IL1R1 | Interleukin 1 receptor type 1 | 4.25 | 4.33E-89 |
| 10 | TRIM5 | Tripartite motif containing 5 | 4.06 | 2.41E-135 |
| 11 | RRM1 | Ribonucleotide reductase catalytic subunit M1 | 3.83 | 3.17E-150 |
| 12 | TIMM10B | Translocase of inner mitochondrial membrane 10B | 3.72 | 1.03E-134 |
| 13 | PRKAR2B | Protein kinase cAMP-dependent type II regulatory subunit beta | 3.45 | 2.69E-24 |
| 14 | ANKRD36C | Ankyrin repeat domain 36C | 3.43 | 5.31E-56 |
| 15 | AGO4 | Argonaute 4, RISC catalytic component | 3.40 | 1.08E-65 |
| 16 | RGL1 | Ral guanine nucleotide dissociation stimulator like 1 | 3.24 | 2.39E-44 |
| 17 | PGM2L1 | Phosphoglucomutase 2 like 1 | 3.09 | 4.45E-44 |
| 18 | TNFSF18 | TNF superfamily member 18 | 3.05 | 1.68E-16 |
| 19 | CXCL8 | C-X-C motif chemokine ligand 8 | 2.86 | 2.58E-80 |
| 20 | MAN1A1 | Mannosidase alpha class 1A member 1 | 2.84 | 1.89E-23 |

Abbreviations: FC means fold change; The Q value refers to the P value after multiple corrections.

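Table S1 lists a Log2FC and a Q value for each of its 20 genes in BxPC-3-GR. In both tables, 40 values over 34 genes, the paper's Log2FC lay within 0.01 of the log2 ratio of the mean FPKM of the 3 resistant and the 3 parental libraries, with no pseudocount (largest gap 0.0049). On the log2(FPKM + 1) scale, 18 of the genes of Table S1 had a mean FPKM of at least 1 and were tested. All 18 were called up, with log2FC values from 1.21 to 4.24, and all 18 kept the call after the correction for GC content and length. In CFPAC-1-GR, 14 of them were called up too. PRKAR2B and MAN1A1 were below the minimum mean. All 20 genes had higher FPKM in every BxPC-3-GR library than in every BxPC-3 library, and their median GC content was 44.2%, against 47.7% for all tested genes.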

# Supplementary material for: Identification of chemoresistance‐related mRNAs based on gemcitabine‐resistant pancreatic cancer cell lines
**Source:** Cancer Med. 2019 Dec 11;9(3):1115–30. doi: 10.1002/cam4.2764
**Supplement:** Supplementary file 2

| Table S2. Top 20 consistently up-regulated mRNA in CFPAC-1-GR compared to CFPAC-1. | | | | |
| --- | --- | --- | --- | --- |
| No. | Symbol | Description | Log2FC | Q value |
| 1 | RRM1 | Ribonucleotide reductase catalytic subunit M1 | 5.24 | 2.03E-176 |
| 2 | ANKRD36C | Ankyrin repeat domain 36C | 4.45 | 1.65E-32 |
| 3 | RB1CC1 | RB1 inducible coiled-coil 1 | 3.83 | 1.23E-47 |
| 4 | IKZF2 | IKAROS family zinc finger 2 | 3.60 | 1.61E-27 |
| 5 | ITGB8 | Integrin subunit beta 8 | 3.57 | 1.40E-59 |
| 6 | MUC16 | Mucin 16, cell surface associated | 3.55 | 2.14E-25 |
| 7 | KLHL24 | Kelch like family member 24 | 3.52 | 4.41E-24 |
| 8 | PGM2L1 | Phosphoglucomutase 2 like 1 | 3.50 | 8.29E-31 |
| 9 | DMXL2 | Dmx like 2 | 3.48 | 2.75E-37 |
| 10 | BIRC3 | Baculoviral IAP repeat containing 3 | 3.48 | 3.66E-22 |
| 11 | ZNF711 | Zinc finger protein 711 | 3.43 | 1.04E-17 |
| 12 | ANKRD36B | Ankyrin repeat domain 36B | 3.43 | 9.88E-16 |
| 13 | JMY | Junction mediating and regulatory protein, p53 cofactor | 3.28 | 2.11E-28 |
| 14 | ZC3H11A | Zinc finger CCCH-type containing 11A | 3.27 | 1.71E-21 |
| 15 | LRRC8D | Leucine rich repeat containing 8 VRAC subunit D | 3.24 | 1.15E-27 |
| 16 | RNF19A | Ring finger protein 19A, RBR E3 ubiquitin protein ligase | 3.11 | 6.19E-40 |
| 17 | TRIM21 | Tripartite motif containing 21 | 3.09 | 5.10E-61 |
| 18 | STIM1 | Stromal interaction molecule 1 | 3.05 | 5.07E-27 |
| 19 | RALGPS2 | Ral GEF with PH domain and SH3 binding motif 2 | 3.02 | 3.13E-24 |
| 20 | LRRCC1 | Leucine rich repeat and coiled-coil centrosomal protein 1 | 3.02 | 2.34E-21 |

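Of the 20 genes of Table S2, 15 reached a mean of 1 FPKM in the CFPAC-1 lines and were tested, and all 15 were called up, with log2FC values from 1.33 to 5.08. IKZF2, KLHL24, ZNF711, ANKRD36B and RALGPS2 were below the minimum mean. In BxPC-3-GR, 12 of the 15 were called up too. After the correction for GC content and length, 7 of the 15 kept their call in CFPAC-1-GR. The median GC content of the table's genes was 39.3%, against 49.2% for all genes tested in this line. Every CFPAC-1-GR library had a higher FPKM than every CFPAC-1 library for all 20 genes.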

Abbreviations: FC means fold change; The Q value refers to the P value after multiple corrections.

How the deposited data were processed for this re-analysis (not part of the article)

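RNA of BxPC-3, BxPC-3-GR, CFPAC-1 and CFPAC-1-GR was sequenced by the authors in 3 replicates per line. The authors deposited 1 table of FPKM values for 58302 genes and 12 libraries, made with the GRCh38 assembly and Ensembl release 91. The paper's methods name DESeq2 for the differential test, and the paper's text names neither the aligner nor the counting program. FPKM values are divided by gene length and by the mapped fragments of the library, so whole counts were not used here. Gene positions came from the deposited table. Strands, types, lengths and GC contents came from GENCODE release 29, which held 58039 of the genes. GC content was computed over the longest transcript of each gene and length over its joined exons.

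The comparisons had been planned for counts with a test on counts. Because the values were FPKM, limma 3.58.1 in R 4.3.3 was used in its place, as the plan named for that case. Each resistant line was compared with its parental line on log2(FPKM + 1) with lmFit and eBayes, without a block, over genes with a mean of at least 1 FPKM in the 6 libraries. This scale understates the fold changes of low genes. Genes with a Benjamini-Hochberg adjusted p below 0.05 and an absolute log2FC above 1 were called SDE. Consistent genes had the same call in both lines. The difference of response between the lines was an interaction term over all 12 libraries, tested on 12210 genes with a mean of at least 1 FPKM and called by the same criteria. Gene lists for tumor necrosis factor signaling, epithelial, mesenchymal, S phase and G2M genes and the genes within 3 Mb of RRM1 were tested in each line with camera at a preset correlation of 0.01, adjusted over 12 tests. A list of 23 genes of gemcitabine transport and metabolism was read from the tests of single genes. Overlaps were described with Fisher's exact test across genes.

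The steps between low values gave an implied depth for each library, and between 54.6% and 66.4% of low values were whole multiples of them. Depth limits low genes most. The 10 most abundant genes took 33.4% to 36.3% of summed FPKM in the BxPC-3 lines, 12.0% to 13.8% in CFPAC-1 and 23.2% to 24.6% in CFPAC-1-GR. Spearman correlations between libraries of 1 group lay between 0.965 and 0.981. Every column of the table was used.

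The genes named are those the paper names in its text, figures and Tables S1 and S2, the 3 largest increases and decreases of each line among SDE genes without overlap of the groups, the 5 consistently up- and 5 consistently downregulated genes with the largest smaller change, members of the lists and tested genes within 3 Mb of RRM1. Alternatives were a pseudocount of 0.1, no filter, all 12 libraries in 1 fit, the replicate number as a block, a correction of the log ratios by a spline on GC content and length with 5 degrees of freedom (alone and with the block), protein-coding genes only, other rankings of the top lists, fry and an estimated correlation for the lists, windows of 1 and 10 Mb, and each library left out in turn. Median-of-ratios and upper-quartile scaling, a test against an absolute log2FC of 1 (treat), a prior variance with a mean trend, the log2 ratio of mean FPKM, a minimum mean of 0.1 FPKM, a pseudocount of 0.1 with that minimum or with no filter, the pseudocount and this minimum (alone and together) among protein-coding genes, and the overlaps under each alternative were added after the values were seen. So were the lists under a pseudocount of 0.1, no filter, both of these, protein-coding genes only, and the block with the correction. The correction in the interaction was added after the trend with GC content was seen and before the interaction was fitted.

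The procedure was tested on simulated data built from the means of the real genes. In each line, 200 genes with a mean of at least 2 FPKM were raised or lowered by 2 on the log2 scale. The dispersion was fixed at 0.02. For the BxPC-3 lines 99.5% were recovered with 7 false calls among 11717 genes, and for the CFPAC-1 lines 100% with 6 false calls among 12040 genes. The real SDE genes had a median absolute log2FC of 1.32 and 1.36, so recovery of such smaller changes was not tested. A simulated GC trend of -0.8 per 10% gave 809 false calls among 11834 genes and 996 among 12190, which the correction brought to 6 and 8. Recovery was 87.5% and 85.5% under this trend, and 100% and 99.5% after the correction. The simulated changes did not depend on GC content, so the correction was not tested where real changes do. The interaction recovered 99.2% of 393 changed genes among 12215. Figures were drawn with matplotlib 3.10.9 and numpy 2.4.6 in Python 3.11.15. The GO and pathway enrichment, the quantitative PCR and the protein measurements were not analysed here.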

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

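The extent of the segment around RRM1 and the tests of paralogs, GC content and single genes in it were chosen only after the result was seen, whereas the test of GC content in the difference between the lines was chosen after the trend with GC content in CFPAC-1-GR was seen but before that difference was fitted, and the test of weakly expressed genes after the segment was seen but before its own values were. The comparisons, thresholds, gene lists and the alternatives not named as added were set before the data were examined.

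The difference between resistant and parental libraries was not the same in both lines. Each parental line gave 1 resistant line. The p values and splits therefore measure spread between libraries, not between independently derived resistant lines. An interaction term called 4643 of 12210 genes, of which 1758 had the higher log2FC in BxPC-3-GR and 2885 in CFPAC-1-GR. A trend with GC content that is present in 1 line alone would create such calls. After the correction for GC content and length 2243 genes were called, and 33.0% of the 4643, 1534 genes, kept their call, which argues against GC content and length as the whole cause and leaves them open for the calls that were lost. Of 100 splits of the samples drawn from 200 joint splits, 1, the real one, gave as many genes. The largest count among the others was 4567, from the split that kept both real groupings and exchanged the direction in 1 line, the next was 3985 and the median was 0. With each library left out in turn the count stayed between 4427 and 4748. A difference in biology between the lines, or in the GEM concentrations they were raised on, stays open and was not tested, since each line has its own concentration.

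A large difference lay around RRM1. In the segment from PGAP2 to TPP1 on chromosome 11, 2.82 Mb long, the median difference of log2FC between the lines was 2.50 (2.63 after the correction), and 19 of 24 genes differed. In BxPC-3-GR the median log2FC of the 27 tested genes was 3.26, 11 of the 20 largest increases of that line lay there, and 15 of the 23 genes called up there are outside Tables S1 and S2. Fragments shared between TRIM paralogs are argued against by the 19 tested genes outside the TRIM family, whose median was 3.26, with 16 above 1. GC content and length are argued against by a corrected median of 3.19. The 24 genes above 1 cannot argue against a few genes carrying the segment, since its limits were set after the values were seen. The window of 3 Mb around RRM1 was set before, but from the genes of Figure 6B and Table S1, which were found in the same libraries. The rise of those genes was thus known beforehand. Of the 44 tested genes of the window, 25 were called up and 3 down, and the 15 segment genes outside Tables S1 and S2 are among those called up. This argues against a few genes carrying the rise in that window. A gain of copies of the segment is a candidate explanation. It predicts that genes too weakly expressed to be tested rise too. Of 43 such genes above 0 in at least 3 libraries, 27 (62.8%) were higher in every resistant than in every parental library. Elsewhere 19.5% of 11448 weakly expressed genes were, and chance gives 5% (1-sided Fisher's exact test across genes, p = 7.1e-10). Weakly expressed genes can overlap strongly raised ones, as RRM1-AS1 overlaps RRM1 and AC090587.1 overlaps STIM1. Shared fragments could raise such genes, and how many of the 43 they concern was not counted. However, 8 of the 43 were lower in every resistant library, OR51B4, HBE1 and AC087380.1 fell, and no DNA was measured. Open chromatin over the segment would predict the same values and was not tested. The real split was the 1 of 10 splits of the 6 libraries with a mean as far from 0 for the genes within 3 Mb of RRM1 in either line, which is as far as this number of libraries can go.

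In CFPAC-1-GR genes close to RRM1 rose. From PGAP2 to TRIM68, 0.811 Mb chosen after the values were seen, the 8 tested genes had a median log2FC of 1.69 and a lowest value of 0.73, and 6 were called up. The limits are not sharp, since NUP98, next to PGAP2, was called up too (1.37, and 0.94 after the correction), as was NAP1L4, 1.15 Mb before RRM1 (1.46, and 1.38 after the correction). The 12 segment genes beyond TRIM68 had a median of 0.19, and the 53 tested genes of the chromosome before PGAP2 one of 0.05, with 5 called up. After the correction, the 8 genes had a median of 2.41, with all 8 called up, the 12 genes one of 0.40 and the 53 genes one of 0.76, with 18 called up. That the 8 genes kept these values argues against GC content and length as their whole source. For all genes within 3 Mb, the corrected median was 0.70, about that of the 53 genes, so it is not specific to these 8, and what raises it was not tested. The 8 genes within 1 Mb outside the TRIM family had a median of 1.41, which argues against shared fragments between TRIM genes. That both lines may carry gains of different extent around RRM1 is a hypothesis from the same data.

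RRM1, STIM1 and TRIM21 rose by different amounts in the lines. The difference of log2FC (BxPC-3-GR minus CFPAC-1-GR) was -1.30 for RRM1 (standard error 0.0981, limma adjusted p = 4.4e-07), 1.18 for STIM1 (0.277, adjusted p = 0.0024) and 1.28 for TRIM21 (0.0898, adjusted p = 2.5e-07). After the correction these were -0.57, 0.81 and 1.14. The difference of log2FC between the lines, RRM1, thus fell below 1 in size under the correction, and lay at -0.95 with median-of-ratios and -0.85 with upper-quartile scaling, so a technical part may be present in it. Over the alternatives the adjusted p lay between 6.3e-07 and 0.00046 for RRM1, 0.00031 and 0.021 for STIM1, and 7.1e-08 and 3.9e-06 for TRIM21. The difference of log2FC between the lines, STIM1, fell below the criterion too, at 0.81 after the correction and 0.93 without CFPAC-1 replicate 2. A technical part is therefore open for STIM1 as well. TRIM21 kept its call under every alternative that was run. A biological difference between the lines was not tested further.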

How the results depend on the processing

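Median-of-ratios and upper-quartile scaling, treat, the mean trend, the log2 ratio of mean FPKM, the minimum mean of 0.1 FPKM, each pseudocount of 0.1 that goes with another choice, the lists under other pseudocounts, filters and gene types and under the block with the correction, the correction in the difference of response and the tests of the overlaps under the alternatives were chosen only after the result was seen, the correction before that difference was fitted. DESeq2, the RLE, upper-quartile and TMM factors and the glmTreat test of edgeR, the filter of 10 counts in every sample and thinning to the smallest library were planned for counts and were not run, and scaling by library size alone is what FPKM already contains.

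RRM1, STIM1 and TRIM21 kept their call in both lines under each alternative. Their log2FC ranged from 3.75 to 3.83, 3.88 to 4.48 and 4.21 to 4.40 in BxPC-3-GR, and from 4.35 to 5.24, 2.39 to 3.11 and 2.54 to 3.17 in CFPAC-1-GR. No filter, all 12 samples in 1 fit, the mean trend, the restriction to protein-coding genes and a minimum mean of 0.1 FPKM (over all or over protein-coding genes) kept within 1.5 times the counts of SDE genes, of consistent genes, of genes shared by the top lists and of SDE genes of the gemcitabine list. The minimum FPKM in the resistant line was run for the genes shared by the top lists alone and left 8. Leaving out each library gave 849 to 965 SDE genes in BxPC-3-GR, 3614 to 3991 in CFPAC-1-GR, 65 to 77 consistently upregulated and 58 to 72 consistently downregulated genes, and 7 to 9 genes shared by the top lists.

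The pseudocount decides how many low genes pass. With pseudocount 0.1 there were 1429 SDE genes in BxPC-3-GR (777 up, 652 down), 159 consistently upregulated genes and 109 consistently downregulated genes. The log2 ratio of mean FPKM gave 1540 (831 SDE genes up in BxPC-3-GR and 709 SDE genes down in BxPC-3-GR), 180 and 117. By construction both understate low genes less. With pseudocount 0.1 and no filter there were 2769 SDE genes in BxPC-3-GR (1552 up, 1217 down), 8509 SDE genes in CFPAC-1-GR (6154 up, 2355 down), 330 and 138 consistent genes and 5 genes shared by the top lists. With pseudocount 0.1 and a minimum mean of 0.1 FPKM these were 2665 (1477 SDE genes up in BxPC-3-GR and 1188 SDE genes down in BxPC-3-GR), 8320 (5953 SDE genes up in CFPAC-1-GR and 2367 SDE genes down in CFPAC-1-GR), 331 consistently upregulated genes, 137 consistently downregulated genes and 5. Over protein-coding genes with both choices they were 1962 (1132 up, 830 down), 6125 (4188 up, 1937 down), 264, 120 and 5, and with pseudocount 0.1 alone the consistently upregulated genes were 143. More low genes enter these by construction. Treat, which asks more of each gene by construction, gave 380 SDE genes in BxPC-3-GR (227 up, 153 down), 2059 SDE genes in CFPAC-1-GR (1416 SDE genes up in CFPAC-1-GR and 643 SDE genes down in CFPAC-1-GR), 22 and 11 consistent genes, 18 genes shared by the top lists (the fewest that 2 lists of 20 from 22 genes can share), and 2 and 4 SDE genes of the gemcitabine list. Ranking by false discovery rate left 4 genes shared by the top lists, and the cause was not tested.

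The GC content and length correction gave 1042 SDE genes in CFPAC-1-GR (564 up, 478 down), 29 and 20 consistent genes, 14 genes shared by the top lists (13.8 by chance), 2243 genes for the difference of response between the lines and 1 SDE gene of the gemcitabine list in CFPAC-1-GR. In BxPC-3-GR 851 of the 909 SDE genes (93.6%) kept their call, and in CFPAC-1-GR 597 of 3880. RRM2B in CFPAC-1-GR turned from 1.23 to -0.0377, with and without the block. Of the lists, the TNF list in CFPAC-1-GR turned to -0.000857 and the epithelial list in CFPAC-1-GR to 0.15. The TNF list (0.23, adjusted p = 0.066) and G2M list in BxPC-3-GR (-0.18, adjusted p = 0.057) lost their call, and the genes within 3 Mb of RRM1 in CFPAC-1-GR gained one (0.80, adjusted p = 1.6e-05). The correction removes the trend with GC content by construction.

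The scaling of the libraries decides the split of calls in CFPAC-1-GR. It moved the median log2FC of all genes there by -0.25 (median of ratios) and -0.36 (upper quartile). There were 1718 up and 2290 down calls with the first, 1454 and 2652 with the second, and 3125 and 2861 genes were shared with the 3880. In BxPC-3-GR the up calls were 53.4% as deposited, 58.5% and 54.0%. Upper-quartile scaling gave 36 consistently upregulated and 115 consistently downregulated genes, 13 genes shared by the top lists (11.1 by chance), and 5 SDE genes of the gemcitabine list in CFPAC-1-GR. The TNF list in BxPC-3-GR lost its call with both (0.26, adjusted p = 0.068, and 0.23, adjusted p = 0.057), as did the G2M list in BxPC-3-GR (-0.16 and -0.20). The TNF list in CFPAC-1-GR turned to -0.13 and -0.23, and the mesenchymal list in BxPC-3-GR to 0.00869 with median of ratios. The shift of all genes follows from the scaling. The TNF list in CFPAC-1-GR, at 0.13 as deposited, moved about as far as all genes there. So did the mesenchymal list in BxPC-3-GR, at -0.03 as deposited, where median-of-ratios scaling moved the median of all genes by 0.04. These turns therefore follow from the scaling, and for the lost calls the cause was not tested.

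The overlap of the calls with chance depended on the correction and the filter. The odds ratio of shared increases turned from 0.70 to 1.73 with the GC content and length correction, 1.73 with the block and the correction, and 1.37 with no filter, and it was 0.92 with treat (adjusted p = 0.82), 0.96 with a minimum mean of 0.1 FPKM (0.79) and 0.94 with pseudocount 0.1 and no filter (0.50). The odds ratio of genes down in BxPC-3-GR and up in CFPAC-1-GR turned from 0.63 to 1.83, 1.82 and 1.19 in this order, the last not apart from chance (adjusted p = 0.26), and was 0.62 with treat (adjusted p = 0.29), 0.84 with the minimum of 0.1 FPKM (0.38) and 0.97 with pseudocount 0.1 and no filter (0.74). The odds ratio of genes up in BxPC-3-GR and down in CFPAC-1-GR lost its call with the correction (1.28), with the block and the correction (1.28) and with treat (1.67). The odds ratio of shared decreases lost its call with treat alone (2.26, adjusted p = 0.079), and it lay between 1.25 and 3.25 over all alternatives. With each library left out, these ratios lay between 0.64 and 0.75, 0.61 and 0.73, 1.40 and 1.70, and 1.72 and 2.02, in the order given. With no filter, genes low in both lines enter by construction, with treat fewer genes are called, and for the correction the cause was not tested.

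The odds ratio of the TNF list among consistent genes was 2.64 (Fisher's exact test across genes, p = 0.18). Its p fell below 0.05 with pseudocount 0.1 (4.19), no filter (6.70), the GC content and length correction (11.5), the block with the correction (11.3), median-of-ratios scaling (5.30), treat (11.3), a minimum mean of 0.1 FPKM (4.88), pseudocount 0.1 with that minimum (4.57), with no filter (6.04), among protein-coding genes (4.00) and among these with that minimum (3.78), and the log2 ratio of mean FPKM (3.76). It stayed above 0.05 with all 12 samples in 1 fit, the block, protein-coding genes only, the minimum of 0.1 FPKM among these, upper-quartile scaling and the mean trend. With each library left out the ratio lay between 2.45 and 4.20, with a p below 0.05 without BxPC-3 replicate 2 (4.20) and without BxPC-3-GR replicate 1 (3.99). Over all alternatives the p lay between 4.1e-05 and 0.21, and the cause was not tested.

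The replicate numbers did not pair the samples. Deviations of same-numbered libraries correlated by 0.0959, -0.0521 and 0.0584 in the BxPC-3 lines and by 0.000145, -0.143 and -0.0671 in the CFPAC-1 lines. With the replicate block there were 908 SDE genes in BxPC-3-GR, 3883 SDE genes in CFPAC-1-GR and 4644 genes for the difference of response between the lines, and the TNF list in BxPC-3-GR (0.22) and the G2M list in BxPC-3-GR (-0.21) had an adjusted p of 0.055. With the block and the correction together there were 1046 SDE genes in CFPAC-1-GR (566 SDE genes up in CFPAC-1-GR and 480 SDE genes down in CFPAC-1-GR), 29 and 21 consistent genes, 15 genes shared by the top lists (13.8 by chance) and 1 SDE gene of the gemcitabine list in CFPAC-1-GR. The block changed no other call that was counted here.

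The lists depend on the set test, the filter and the pseudocount. Camera compares a list with the other genes and fry does not, so a call by fry does not bear out one by camera. Fry called the epithelial list (0.35, adjusted p = 0.00019) and the mesenchymal list in BxPC-3-GR (-0.0300, adjusted p = 0.014) and, in CFPAC-1-GR, the TNF list (0.13, adjusted p = 0.0037), the G2M list (0.77, adjusted p = 0.0010) and the genes within 3 Mb of RRM1 (0.51, adjusted p = 0.00013). An estimated correlation lost the TNF list (0.22, adjusted p = 0.26), the S phase list (-0.51, adjusted p = 0.55), the G2M list (-0.21, adjusted p = 0.26) and the genes within 3 Mb of RRM1 (1.67, adjusted p = 0.13) in BxPC-3-GR. The genes within 3 Mb of RRM1 in CFPAC-1-GR were called with windows of 1 Mb (1.85, adjusted p = 0.0035) and 10 Mb (0.55, adjusted p = 0.031). The TNF list in BxPC-3-GR and the G2M list in BxPC-3-GR lost their call with pseudocount 0.1 (0.25, adjusted p = 0.058, and -0.23, adjusted p = 0.059), protein-coding genes only (0.22 and -0.21, adjusted p = 0.056) and the block with the correction (0.23 and -0.18, adjusted p = 0.072), and kept it with no filter and with pseudocount 0.1 and no filter. These last 2 called the epithelial list in BxPC-3-GR (0.38, adjusted p = 0.016, and 0.58, adjusted p = 0.021) and turned the S phase list in CFPAC-1-GR to 0.0157 and 0.0811. The mesenchymal list turned to 0.00652 in BxPC-3-GR with no filter and to 0.0615 in CFPAC-1-GR with both choices, and the epithelial list in CFPAC-1-GR to 0.0274 with pseudocount 0.1, filtered or not. The block with the correction called the genes within 3 Mb of RRM1 in CFPAC-1-GR (0.80, adjusted p = 1.3e-05) and turned the TNF list in CFPAC-1-GR to -0.000857 and the epithelial list in CFPAC-1-GR to 0.15. Over all alternatives, the adjusted p of the genes within 3 Mb of RRM1 lay between 5.4e-09 and 0.13 in BxPC-3-GR and between 1.3e-05 and 0.75 in CFPAC-1-GR, that of the S phase list in BxPC-3-GR between 1.3e-07 and 0.55, and those of the TNF and G2M lists in BxPC-3-GR between 0.00015 and 0.26 and between 0.00013 and 0.26. In CFPAC-1-GR it reached from 0.0037 to 0.99 for the TNF list and from 0.0010 to 0.75 for the G2M list, and in BxPC-3-GR from 0.00019 to 0.26 for the epithelial and 0.014 to 1.00 for the mesenchymal list. The cause was not tested.

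With each library left out, the TNF list in BxPC-3-GR lay between 0.18 and 0.23 and lost its call in every case except without BxPC-3 replicate 2 (adjusted p from 0.043 to 0.099). The G2M list in BxPC-3-GR lay between -0.23 and -0.20 and lost its call in every case (0.056 to 0.099). The mesenchymal list in BxPC-3-GR lay between -0.0544 and 0.17, with 0.17 without BxPC-3 replicate 1 and -0.0544 without BxPC-3-GR replicate 3. The S phase list in CFPAC-1-GR lay between -0.0411 and 0.0251 and was above 0 without each CFPAC-1 replicate. The epithelial list in CFPAC-1-GR lay between -0.0432 (without CFPAC-1 replicate 3) and 0.00751 (without CFPAC-1 replicate 2). The TNF list in CFPAC-1-GR fell to 0.08 without CFPAC-1-GR replicate 2 or 3. The gemcitabine list had 3 to 5 SDE genes in BxPC-3-GR, with 3 without BxPC-3-GR replicate 1, where ABCG2 was at 0.998 and SLC28A3 below the minimum mean. The log2FC of TRIM34 in CFPAC-1-GR fell to 0.81 without CFPAC-1 replicate 3, 0.89 without CFPAC-1-GR replicate 2 and 0.90 without CFPAC-1-GR replicate 3. Fewer samples enter these fits by construction. Over 75 results for single genes and 1754 alternatives, 1680 kept their call and direction, 70 lost the call, 2 gained one and 2 turned. The depth limits the genes below the minimum mean, among them 7 entries of Tables S1 and S2.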

Differences from the paper's values

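The log2 ratio of mean FPKM, median-of-ratios and upper-quartile scaling, treat and each pseudocount of 0.1 that goes with another choice were chosen only after the values were seen. In BxPC-3-GR there were 909 SDE genes against the paper's 1455, and 485 up calls against the paper's 841. Of the alternatives set before the data were examined, pseudocount 0.1 gave 1429 and 777 and closed both gaps, and none of the others did. The log2 ratio of mean FPKM, added after the values were seen, gave 1540 SDE genes in BxPC-3-GR and 831 SDE genes up in BxPC-3-GR. Also added after the values were seen and within 1.5 times the paper's were pseudocount 0.1 among protein-coding genes, with 1191 SDE genes in BxPC-3-GR and 678 SDE genes up in BxPC-3-GR, and the same with a minimum mean of 0.1 FPKM, with 1962 and 1132. A minimum mean of 0.1 FPKM over all genes, added at the same stage, closed the first gap alone. It gave 975 SDE genes in BxPC-3-GR and 517 SDE genes up in BxPC-3-GR.

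There were 68 consistently upregulated genes against the paper's 199, and 65 consistently downregulated genes against the paper's 115. Pseudocount 0.1 gave 159 and 109 and closed both gaps, and none of the other alternatives set before the data were examined did. Among the alternatives chosen after seeing the values, the log2 ratio of mean FPKM gave 180 and 117, and for the consistently downregulated genes median-of-ratios scaling gave 90 and upper-quartile scaling 115. Pseudocount 0.1 among protein-coding genes, also chosen after seeing the values, gave 143 consistently upregulated and 97 consistently downregulated genes, and 264 and 120 with a minimum mean of 0.1 FPKM. Over all genes, pseudocount 0.1 chosen after seeing the values with this minimum or with no filter gave 137 and 138 consistently downregulated genes, and did not close the gap of the upregulated genes.

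The paper lists ANKRD36C among the genes shared by both top lists. Here it was shared only under some settings, since its log2FC of 1.75 in BxPC-3-GR was below that of the last gene of the list, PGM2L1, at 1.93. It was shared with pseudocount 0.1, where the shared genes were the 6 of Figure 6B, and with the log2 ratio of mean FPKM, both scalings and pseudocount 0.1 among protein-coding genes (at either minimum mean), which were chosen after seeing the values. It was also shared with treat, chosen after seeing the values, where 22 genes fill 2 lists of 20 and the overlap decides nothing. CLIC4, ITGB8 and AC090587.2 were shared here and are not in Figure 6B.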

Other observations

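The tests of scaling and GC content on the S phase list, of abundant genes on the share of up calls, of the correction on the consistent genes, and of the coding sequence as the value that decides on the untranslated regions were chosen only after the result was seen.

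The fall of log2FC with GC content in CFPAC-1-GR went with the slopes of the parental libraries. A slope was fitted to each library's deviation from the mean log2(FPKM + 1) of all 12 libraries. Such slopes balance out over the libraries, so they compare libraries and do not give a library's own trend. The slope was 0.63 to 0.64 per 10% of GC content in CFPAC-1 and -0.27 to -0.15 in the other 9 libraries. The slope of the comparison was -0.83 in CFPAC-1-GR and 0.04 in BxPC-3-GR. Recovery of fragments that depends on GC content predicts the trend in genes that code for no protein, and the rank correlation across 522 such genes was -0.546, against -0.814 across 10103 protein-coding genes. Gene length is argued against by a median correlation of -0.790 within 10 groups of genes by length (-0.822 to -0.512), and depth by a largest difference of slope of 0.0693 between the deepest and the shallowest library of a group. RNA without a poly(A) tail that was kept in the CFPAC-1-GR libraries would raise the replication-dependent histone genes. It is argued against by the 30 such genes, with a median log2FC of -0.19, 18 below 0 and 1 above 1. For such RNA kept in the CFPAC-1 libraries the test decides nothing, since that would lower these genes. Regulation through AT-rich 3 prime untranslated regions alone is argued against by a partial correlation of -0.430 with the GC content of the coding sequence over 9738 genes, about that of the untranslated region (-0.433). The first rule asked for a correlation with the coding sequence at least as strong as that with the untranslated region and left this explanation undecided, so regulation that acts partly through these regions stays open. GC-dependent recovery in the CFPAC-1 libraries may therefore account for part of the calls in this line. A batch is not named for these libraries, and a biological change that follows GC content throughout the transcript was not tested.

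More genes were called up than down in CFPAC-1-GR, but the up calls were 42.9% of calls with median-of-ratios scaling. If a few abundant genes were the cause, they would take a larger share in CFPAC-1 and so lower the other genes there. The 10 most abundant genes took 6.29% to 6.69% of the inferred fragments in CFPAC-1 and 9.66% to 10.5% in CFPAC-1-GR, a difference of 3.65 points the other way, which argues against this. What shifts the calls was not tested further. Of the consistently changed genes, 18.8% kept both calls after the GC content and length correction, so most did not hold once such trends were removed. This count does not tell a technical from a biological source of the trend, since the correction removes either. GAPDH, the paper's control for protein and PCR, had a log2FC of -1.15 in CFPAC-1-GR (318 against 707 FPKM, limma adjusted p = 2.5e-05; -0.40 after the correction) and 0.08 in BxPC-3-GR.

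Of the 10 splits of the 6 libraries, 1, the real one, gave as many SDE genes in each line, and the others gave at most 3 in BxPC-3-GR and 1 in CFPAC-1-GR. With 10 splits the share cannot go below 0.10, so chance cannot be told apart by this count alone. For the consistently upregulated and the consistently downregulated genes, 1 of 100 pairs of splits, the real one, gave as many, and the others at most 1.

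The paper reports fewer cells in S phase in the resistant lines by flow cytometry. In BxPC-3-GR the S phase list of 24 genes had a mean log2FC of -0.51, with every gene below 0 (camera, adjusted p = 7.5e-05), and 21 genes had a p below 0.05 adjusted over the list alone as well as over all genes. It stayed at -0.46 with median-of-ratios scaling and at -0.49 after the correction, which argues against scaling and against GC content and length as the cause, and 1 of 10 splits, the real one, gave a mean as far from 0. In CFPAC-1-GR the mean was -0.03 over 23 genes (adjusted p = 0.80), and 16 genes passed either adjustment, with 5 of 10 splits as far from 0. The S phase list in CFPAC-1-GR lay at -0.31 with median-of-ratios scaling (camera, adjusted p = 0.50) and at -0.43 with upper-quartile scaling (adjusted p = 0.44), where the median of all genes moved by -0.25 and -0.36. The difference between the lines was not tested for the list. A lower share of S phase cells in BxPC-3-GR is a hypothesis these values do not exclude. RRM2 and TYMS are on this list and on the gemcitabine list. The G2M list had a mean of -0.21 in BxPC-3-GR (camera, adjusted p = 0.049), and 14 genes passed either adjustment. With camera this call was kept with no filter and with a pseudocount of 0.1 and no filter, and lost under every other alternative that was run. Fry, which does not compare the list with other genes, called it too. In CFPAC-1-GR the G2M mean was 0.77 (camera, adjusted p = 0.25, 17 genes), and the correction left 0.24. For this list 1 of 10 splits was as far from 0 in each line.

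The paper describes a mesenchymal shape of BxPC-3-GR cells. The epithelial list had a mean log2FC of 0.35 in BxPC-3-GR (19 of 20 genes tested, 13 above 0, camera adjusted p = 0.090, 1 of 10 splits as far from 0) and -0.01 in CFPAC-1-GR (7 of 10 splits). The mesenchymal list had a mean of -0.03 in BxPC-3-GR (8 of 20 genes tested, 3 called up and 3 down, 5 of 10 splits) and -0.17 in CFPAC-1-GR (12 genes, 1 of 10 splits). Neither mean passed the adjustment with camera in either line. Fry called the epithelial list in BxPC-3-GR (adjusted p = 0.00019) and the mesenchymal list in BxPC-3-GR (adjusted p = 0.014), and camera called the epithelial list in BxPC-3-GR with no filter (adjusted p = 0.016) and with a pseudocount of 0.1 and no filter (adjusted p = 0.021). A p below 0.05 adjusted over the list alone was found for 10 and 16 epithelial and 8 and 12 mesenchymal genes in BxPC-3-GR and CFPAC-1-GR, the same numbers as over all genes tested. For the TNF list, 1 of 10 splits was as far from 0 in each line. Camera called 4 lists, TNF, S phase, G2M and the genes within 3 Mb of RRM1 in BxPC-3-GR. An estimated correlation called none of them. Fry called all 4, but it does not ask whether they shifted more than other genes. With 10 splits the share cannot go below 0.10, so this count alone decides nothing for any list.

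Of 23 genes of gemcitabine transport and metabolism, 20 were tested in BxPC-3-GR and 5 were SDE genes. These were RRM1, SLC28A3 (1.30) and ABCG2 (1.05), which rose, and RRM2 (-1.22) and NME1 (-1.21), which fell. A p below 0.05 adjusted over the list alone was found for 14, and over all genes for 13. In CFPAC-1-GR 18 were tested and 8 were SDE genes. RRM1, ABCC4 (1.52), RRM2B (1.23), CMPK1 (1.18), NT5C2 (1.17) and SAMHD1 (1.11) rose, and SLC29A2 (-1.38) and NT5C (-1.34) fell, and only RRM1 kept its call after the GC content and length correction. Both adjustments passed 14 genes in CFPAC-1-GR. Of 18 genes tested for a difference between the lines, 6 differed, among them SLC29A2 (2.02, limma adjusted p = 1.6e-07), SAMHD1 (-1.71, adjusted p = 8.1e-08) and ABCC4 (-1.65, adjusted p = 2.6e-07). After the correction these were 1.12, -0.90 and -0.73, and of the 6 only SLC29A2 kept its call. CDA, not called at -0.60, differed after the correction (-1.34, limma adjusted p = 1.1e-05).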
